# Chronic Liver Disease in Humans Causes Expansion and Differentiation of Liver Lymphatic Endothelial Cells

**DOI:** 10.3389/fimmu.2019.01036

**Published:** 2019-05-15

**Authors:** Beth A. Jiron Tamburini, Jeffrey M. Finlon, Austin E. Gillen, Michael S. Kriss, Kent A. Riemondy, Rui Fu, Ronald P. Schuyler, Jay R. Hesselberth, Hugo R. Rosen, Matthew A. Burchill

**Keywords:** lymphatic endothelial cells, cirrhosis, fibrosis, non-alcoholic steatohepatitis, hepatitis C virus, alcoholic liver disease, interleukin-13, oxidized low density lipoprotein

## Abstract

Liver lymphatic vessels support liver function by draining interstitial fluid, cholesterol, fat, and immune cells for surveillance in the liver draining lymph node. Chronic liver disease is associated with increased inflammation and immune cell infiltrate. However, it is currently unknown if or how lymphatic vessels respond to increased inflammation and immune cell infiltrate in the liver during chronic disease. Here we demonstrate that lymphatic vessel abundance increases in patients with chronic liver disease and is associated with areas of fibrosis and immune cell infiltration. Using single-cell mRNA sequencing and multi-spectral immunofluorescence analysis we identified liver lymphatic endothelial cells and found that chronic liver disease results in lymphatic endothelial cells (LECs) that are in active cell cycle with increased expression of CCL21. Additionally, we found that LECs from patients with NASH adopt a transcriptional program associated with increased IL13 signaling. Moreover, we found that oxidized low density lipoprotein, associated with NASH pathogenesis, induced the transcription and protein production of IL13 in LECs both *in vitro* and in a mouse model. Finally, we show that oxidized low density lipoprotein reduced the transcription of *PROX1* and decreased lymphatic stability. Together these data indicate that LECs are active participants in the liver, expanding in an attempt to maintain tissue homeostasis. However, when inflammatory signals, such as oxidized low density lipoprotein are increased, as in NASH, lymphatic function declines and liver homeostasis is impeded.

## Introduction

Deaths from chronic liver disease (CLD) have increased by 31% between the years 2000 and 2015 (1). CLD arises due to chronic inflammation in the liver as a result of a number of environmental insults including viral infection (hepatitis C or B virus-HCV/HBV), alcohol consumption (Alcohol associated liver disease-ALD) and diet-induced obesity (Non-alcoholic steatohepatitis-NASH). Due to the regenerative capacity of the liver, the liver participates in a dynamic process that can result in several rounds of injury and repair. However, chronic injury eventually leads to severe fibrosis, cirrhosis, and the decline of liver function. While removal of the insult causing injury can be effective at reversing liver fibrosis (2), many patients with advanced disease do not improve or ultimately progress to cirrhosis (3, 4). As a result, these people remain at an elevated risk for development of hepatocellular carcinoma despite the removal of chronic insult (5). Limited therapeutic options exist for these patients causing the rates of morbidity and mortality to continue to climb (6).

The lymphatic system transports interstitial fluid (lymph) from the tissue to the circulatory system for removal from the body (7, 8). In addition, lymphatics participate in the acquisition of fat and the formation of chylomicrons in the gut (9), reverse cholesterol transport (10), and trafficking of dendritic cells (DCs) from the tissue to the lymph node (LN) (11, 12). During CLD, increased lymphatic permeability has been implicated in the formation of ascites, or fluid accumulation, in the peritoneal cavity (13). Furthermore, increased lymphatic vessel permeability has been demonstrated to increase inflammation and immune dysfunction in other tissues (14–17). Obesity and hypercholesterolemia are also associated with lymphatic permeability, hyperplasia, and inflammation at peripheral sites in humans (18, 19) and in animals (20).

Lymphatic vessels are comprised of lymphatic endothelial cells (LECs). LEC interactions with immune cells can guide trafficking of immune cells as well as promote self-tolerance and enhance protective immunity (21–25). Despite the multi-faceted role of LECs in programming immune responses in the lymph node and skin, the role of lymphatics in coordinating the immune response in the liver has not been addressed. Furthermore, with the advent of single cell sequencing, several reports have addressed different cell populations within the liver, including specific interrogation of liver endothelial cell populations (26–28). However, in none of these reports have lymphatic endothelial cells been identified. Thus, the transcriptional profile and function of liver lymphatic endothelial cells in homeostasis or disease is yet unknown. However, previous case reports from almost 20 years ago, using common endothelial markers and histology, did demonstrate that lymphatic vessels increase in diameter and abundance during chronic viral hepatitis (29, 30). Despite these observations, little to nothing is known about lymphatics in non-viral cases of CLD, or the cause and/or consequence of lymphatic expansion in the liver. As diet-induced CLD has surpassed chronic viral infection as the leading cause of liver transplantation (31), understanding the role of lymphatics in the liver in people with diet-induced CLD is an important functional process that needs to be addressed.

Here we demonstrate a significant increase in lymphatic vessel density in patients with CLD. We show that in addition to virally induced CLD, that non-virally induced CLD also results in a significant increase in lymphatic vessel density in the liver. To identify specific differences in LECs during disease we performed transcriptional profiling of LECs, using a single-cell platform, from non-diseased and diseased human livers. While other endothelial cell populations have been identified by single cell RNA sequencing in the liver, this is the first demonstration of isolation of LECs and subsequent transcriptional profiling of this rare cell population in the liver. We find that LECs from NASH or HCV infected livers engage a transcriptional program that results in more LECs in active cell cycle and more CCL21 expression. However, when comparing the transcriptional profile of LECs from patients with NASH to patients with HCV we find that NASH specifically induces the activation of the IL13 pathway. Furthermore, we demonstrate that not only is the IL13 pathway increased in patients with NASH, but also that oxidized LDL, commonly associated with inflammation in NASH, can induce the upregulation of *IL13* transcript and protein in LECs. Finally, we provide evidence that IL13 expression by LECs occurs specifically in the liver and that oxidized LDL results in the downregulation of the LEC transcription factor, *PROX1*, and reduced lymphatic stability.

## Materials and Methods

### Patient Samples

For immunohistochemistry archived patient specimens were obtained from the University of Colorado Anschutz Medical Campus biorepository core facility (Supplementary Table 1). For single cell sequencing, patients were selected from a biorepository of patients who had undergone liver transplantation and collected under the IRB protocol of HRR and MSK. Transplanted livers were harvested and non-parenchymal cells (NPCs) were isolated and frozen in a single cell suspension as described (32). Additionally, non-diseased NPCs were purchased from Triangle research laboratories (Lonza, Triangle research park, NC). For Non-diseased patients (*n* = 6) the age range was 37 to 58 with a mean age of 49 where five patients were male and one was female. For HCV samples (*n* = 3) the age range was 47–55 with a mean age of 51 and all patients were male. For NASH samples (*n* = 2) the age range was 49–55 with a mean age of 52 and all patients were females. For Ki67 analysis: the age range was 35–61 for diseased patients and included NASH, ALD, HCV, AIH, PBC, and AIH with NASH. The average age of all diseased patients was 49.4 with 62.5% of the patients being female. The same non-diseased patients from Lonza were used as described above. All patients provided written and informed consent and the study was approved by the institutional review boards at the University of Colorado—Anschutz.

### Flow Sorting and Flow Cytometric Analysis

To enrich LECs from hepatic NPCs we thawed frozen samples in RPMI containing 10% Human Serum AB (Gemini Bio-products, West Sacramento, CA) and 1% DNASE (MP Biomedicals, Santa Ana, CA). Cells were washed 2x with PBS containing 2% FBS (Atlas Biologicals, Fort Collins, CO) and stained with antibodies against CD45 (clone HI30), CD31 (PECAM1, clone WM59), Podoplanin (clone NC-08) and CD146 (clone P1H12) from Biolegend (San Diego, CA), and CD68 (clone KP1) from abcam (San Francisco, CA). Cells from either Non-diseased, NASH or HCV were sorted using an aria Fusion sorter (BD Biosciences, Franklin lakes, NJ) and enriched LECs were sorted into RPMI containing 50% human serum AB. Enriched LECs from each condition were pooled for single cell sequencing as described below. Flow cytometric analysis of human liver LECs: isolated liver NPCs were stained with Fixable viability dye 510 (BD Biosciences) and stained with the above surface antibodies. Following surface staining cells were fixed and permeabilized (Thermo Fischer, Waltham, MA) and stained for Ki67 (clone 11F6) (Biolegend). Flow cytometry was performed using a BD FACSCanto II instrument and was acquired with BD FACSDiva software (BD Biosciences). Analysis ws performed using FlowJo 10 (Treestar, Woodburn, OR).

### Single Cell RNA Sequencing

Approximately 10,000 LEC-enriched hepatic NPCs were loaded onto a 10x genomics (San Francisco, CA) controller per manufacturer instructions to generate barcoded single cell GEMs using the 10x genomics 3′ kit. mRNA was converted to cDNA within each barcoded single cell GEM and libraries were generated as previously described. 10x libraries were sequenced using a NovaSeq 6000 (Illumina, San Diego, CA) to a predicted depth of 100,000 reads/cell. All cell preparation was performed at the University of Colorado Genomics Shared Resource Core. To control for sequencing batch effects, a minimum of three non-diseased samples were included with each diseased capture and sequencing run.

### Quantification of Single Cell RNA Sequencing

scRNA-seq data was processed with the 10x Genomics Cell Ranger Suite for demultiplexing, alignment, assignment of reads to genes, and unique molecular identifier (UMI) deduplication to remove PCR duplicates. Further analysis, including cell clustering, cell type identification, marker gene identification, and differential expression analyses was performed using the R packages Seurat (33) and scran (34). For cell cycle analysis Seurat assigns each cell a score based on its expression of G2/M and S phase markers. These marker sets are anti-correlated in their expression levels, and cells expressing neither are assigned to G1 phase. Cells with fewer than 250 detectable genes or >20% of UMIs derived from mitochondrial genes were excluded from the analysis to eliminate cells with insufficient expression data for clustering and dead cells, respectively (Supplementary Figure 1). 

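In the deposited cell table, the lowest number of detected genes in a cell was 152 in Non-diseased 1, 151 in Non-diseased 2, 151 in NASH and 303 in HCV. At least 250 genes were detected in 552 of all 901 cells (61.3%) and fewer in the other 349. Cells below 250 genes made up 32.7% of Non-diseased 1, 51.4% of Non-diseased 2, 53.8% of NASH and 0 of the 175 cells of HCV. The highest share of mitochondrial UMIs in any cell was 19.96%. All cells were kept, since the authors' clusters and cell cycle phases cover them. Part of the results, among them the tests of summed counts, were also computed from the cells with at least 250 genes alone. Phase calls were not scored again for this, and those scored on all cells were counted over these cells.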

Ingenuity pathway analysis (IPA) was performed using IPA software (Qiagen, Venlo, Netherlands). Raw data, count matrices, metadata including cluster assignment are available at the Gene Expression Omnibus under accession GSE129933 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129933).

### Multispectral Fluorescence Immunohistochemistry and Vectra Analysis

Five micron thick tissue sections were sequentially stained for human PDPN, CD3, CD19, CCL21, and CD68. Slides were dewaxed with xylene, heat treated in pH9 antigen retrieval buffer for 15 min in a pressure cooker, blocked in Antibody (Ab) Diluent (Perkin Elmer, Waltham, MA), incubated for 30 min with the primary Ab, 10 min with horseradish peroxidase (HRP)-conjugated secondary polymer (anti-mouse/anti-rabbit, Perkin Elmer, Waltham, MA), and 10 min with HRP-reactive OPAL fluorescent reagents (Perkin Elmer). Slides were washed between staining steps with PBS 0.01% tween 20 and stripped between each round of staining with heat treatment in antigen retrieval buffer. After the final staining round the slides were stained with spectral DAPI (Perkin Elmer), and coverslipped with Prolong Diamond mounting media (Thermo Fisher, Waltham, MA). Multispectral imaging was preformed using the Vectra 3.0 Automated Quantitative Pathology Imaging System (Perkin Elmer). Whole slide scans were collected using the 10x objective and 10 to 20 regions were selected for multispectral imaging with the 20x objective. The multispectral images were analyzed with inForm software (Perkin Elmer) to unmix adjacent fluorochromes, subtract autofluorescence, segment the tissue into lymphatic vessels and non-lymphatic vessels, segment the cells into nuclear, and membrane compartments, and to phenotype the cells according to morphology and cell marker expression. Lymphatic vessel density was quantified using the Nikon AR software where LVD = vessel area/total area × 100%. Lymphatic vessels with CCL21 staining less 0.036 were classified as CCL21^lo^ or negative while lymphatic vessels with a value >0.036 were classified as CCL21^hi^ or positive using inForm software. For CCL21 analysis three Non-diseased, 5 HCV, and three NASH patient samples were interrogated. For T, B, and macrophage cell analysis three or four non-diseased, 3–5 NASH, and 4 HCV patient samples were quantified. A student's *t*-test was performed where two asterisks represents a *p*-value less than 0.001. Patient data is included in Supplementary Table 1.

### Branch Forming Assay

Branch forming assay was performed as previously described (35, 36). Briefly, a 4.2 mg/ml matrigel (Corning, Tewksbury, MA) pad with either 100 μg/ml oxidized LDL (Alfa Aeser, Ward Hill, MA), 0.25 mM Palmitic Acid (Caymen Chemicals, Ann Arbor, MI, or equivalent amount of DMSO was allowed to solidify for one and a half hours. Fifteen thousand Human Lymphatic Endothelial Cells (PromoCell, Heidelberg, Germany) mixed with 100 μg/ml oxidized LDL, 0.25 mM Palmitic Acid, or equivalent amount of DMSO in endothelial cell growth medium (PromoCell) were placed on top of the matrigel pad. Cells were incubated at 37°C for 21 h, then imaged using a Zeiss microscope, and Axiom camera. For RT-PCR the matrigel was dissolved using ice cold 5 mM EDTA rocking on ice for 1 h. HLECs were pelleted and lysed with RLT buffer, mRNA was extracted using the RNeasy micro kit per manufacturer instructions and cDNA was synthesized using the QuantiTect RT Kit (Qiagen, Venlo, Netherlands) following standard protocols. Quantitative PCR was performed on an Applied Biosystems 7,300 Real-time PCR machine and fold changes in mRNA levels were calculated using the delta-delta CT method. For each gene, all samples were normalized to the average fold change of the vehicle treatment group (DMSO). The following Qiagen QuantiTect primers were used: *GUSB* (QT00046046), *IL13* (QT00000511), *PROX*1 (QT01006670), and *VEGFR3/FLT4* (QT00063637).

### Animal Studies

Six to eight week old C56BL6/J mice were IV injected with 85 μg of unlabeled or DIL or DIO labeled human highly oxidized LDL (Kalen Biochemicals, Germantown, MD) or 100 μg PolyI:C (InvivoGen, San Diego, CA). Following indicated incubation time mice were administered a second dose of stimulant. For *in vivo* BFA experiments, 18 h following the second injection mice were administered 250 μg of Brefeldin A as previously described for analysis of *in vivo* cytokine production by T cells (25, 37). Ninety minutes after Brefeldin A injection mice were euthanized and livers and lymph nodes were processed as described (38) with Brefeldin A in each buffer. For flow cytometric analysis of LEC production of IL13, single cell suspensions of liver and lymph node cells were stained with CD45 (clone 30-F11), CD31 (clone 390), PDPN (clone 8.1.1) from biolegend and CD146 (clone P1H12) and IL13 (clone ebio13A) from ebioscience. Flow cytometry was performed using a BD FACSCanto II instrument and data were acquired with BD FACSDiva software (BD Biosciences) or Cyan ADP and acquired with summit software. Analysis was performed using FlowJo 10 (Treestar). All procedures were approved by the University of Colorado School of Medicine Institutional Animal Care and Use Committee.

### Statistical Analysis

For all graphs with statistical analysis an unpaired student's *t*-test was used evaluate statistical significance between two points using Prism software (GraphPad, San Diego, CA). One asterisk denotes a *p*-value of <0.05, two asterisks denotes a *p*-value <0.01 and three asterisks denotes a *p*-value <0.001. Statistical analysis for single cell RNA sequencing (differential expression testing) was performed using the Wilcoxon Rank-Sum Test implemented in Seurat.

## Results

### Lymphatic Vessel Density Increases in End Stage Liver Disease

Liver tissue was obtained from 28 patients with end stage liver disease at the time of transplantation (Non-Alcoholic Steatohepatitis (NASH), Alcoholic liver disease (ALD), chronic Hepatitis C viral infection (HCV), Autoimmune hepatitis (AIH), Wilson's disease, Primary sclerosing cholangitis (PSC), and four patients with non-diseased livers (Supplementary Table 1). Lymphatic vessels in the liver were assessed via immunofluorescence staining with the anti-podoplanin antibody (red) to mark lymphatic vessels in addition to anti-CD3 to mark T cells (white), anti-CD68 to mark macrophages (green), and dapi to label nuclei (blue). Shown are representative images from both a non-diseased liver (Figure 1A) and an ALD patient explant (Figure 1B). In cirrhotic livers, the density of lymphatic vessels is significantly increased, regardless of disease etiology, when compared to liver sections from non-diseased controls (Figure 1C). Changes in LVD were independent of Model for End Stage Liver Disease (MELD) score at time of transplant, age, body mass index (BMI), race, or disease etiology (Supplementary Figure 2). This increased lymphatic vessel density is confined to areas of active inflammation. As such, the lymphatic vessels are in close proximity to regions of inflammation as determined by the frequency of T cells, macrophages, and fibrotic areas. Alternatively, neither lymphatic vessels, nor T cells were found in the regenerative nodules (Figures 1A,B and Supplementary Figure 3). This supports lymphatic expansion as a universal marker and potential critical mechanism for chronic liver disease progression.

**Figure 1:**
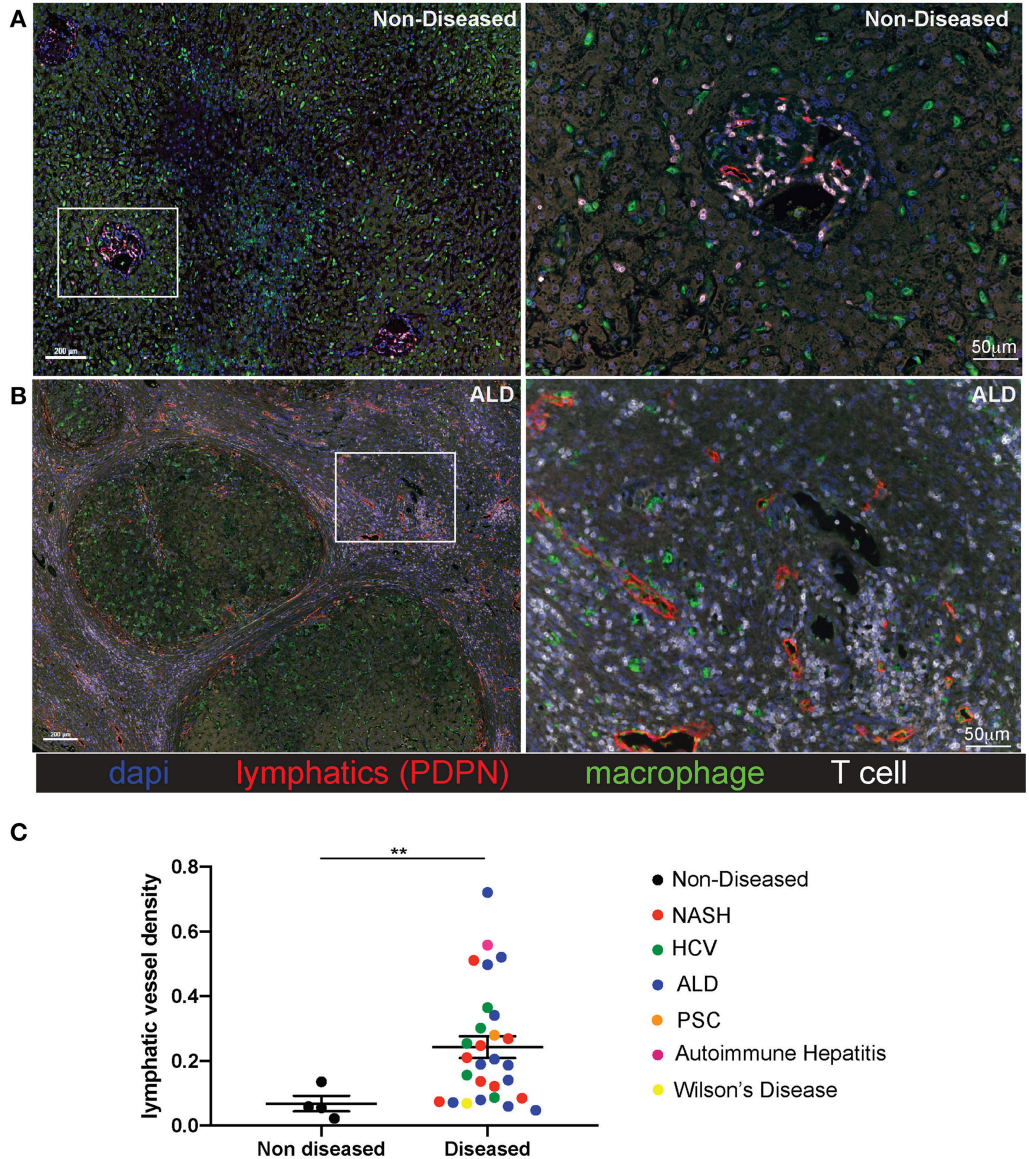
Lymphatic vessels increase in fibrotic regions of cirrhotic livers independent of disease etiology. Liver explants were obtained from cirrhotic patients who received liver transplantation. Non-Alcoholic Steatohepatitis (NASH) (*n* = 8), Alcoholic liver disease (ALD) (*n* = 12), chronic Hepatitis C viral infection (HCV) (*n* = 5), Autoimmune hepatitis (AIH) (*n* = 1), Wilson's disease (*n* = 1), Primary sclerosing cholangitis (PSC) (*n* = 1) and four non-diseased livers. Representative images from non-diseased **(A)** or ALD **(B)** explants are shown. Five micrometer sections were stained with anti-podoplanin (lymphatic vessels D2/40-red), anti-CD3 (T cells-white), anti-CD68 (macrophages-green), and dapi (nuclei-blue) and imaged using the Perkin Elmer Vectra 3.0 imaging system and linear unmixed with inFORM software. **(C)** Lymphatic vessels density was determined using inFORM software and normalized to area in each disease listed and designated by color of dot. Statistical analysis was performed using a student's *t*-test. **P < 0.01.

### Increased CCL21 Expression and Immune Cell Infiltration Occurs in Cirrhotic Livers

As we determined lymphatic vessel density was increased during disease we asked if CCL21, T cell, B cell or macrophage frequency was changed. Others have reported expression of CCL21 by LECs in other tissues and CCL21 is a chemokine that can recruit CCR7+ dendritic cells and T cells (39). We first validated that liver LECs express CCL21 protein using a CCL21 specific antibody. In the imaging of non-diseased and diseased livers we observed that there were populations of LECs that express no or low levels of CCL21 (Figure 2A) while others express high levels of CCL21 protein (Figure 2B). To stratify lymphatic vessels based on CCL21 expression we calculated negative expression to be <0.01 counts, based on a no-CCL21 antibody control, CCL21^lo^ expression to be between 0.01 and 0.036 counts and CCL21^hi^ expression to be between 0.036 and 0.252 counts, as assessed by InFORM software (Supplementary Figure 4). Using PDPN to label lymphatic vessels we found that the number of lymphatic vessels that had CCL21^hi/+^ expression was about 4 vessels per mm^2^ in non-diseased livers, while the frequency of lymphatic vessels with high expression of CCL21 was between 6 and 10 vessels per mm^2^ in patients with HCV and NASH (Figure 2C). These vessels were also often associated with infiltrating immune cells and thus we quantified the accumulation of B cells, T cells and macrophages in the liver. Similar to previous results, we found that end stage liver disease resulted in the significant accumulation of T cells and macrophages in the liver of patients with HCV and NASH while B cells were less frequent (Figure 2D). These studies led us to ask if chronic liver disease induces LECs differentiation in the liver that results in modulation of the inflammatory state of the liver microenvironment.

**Figure 2:**
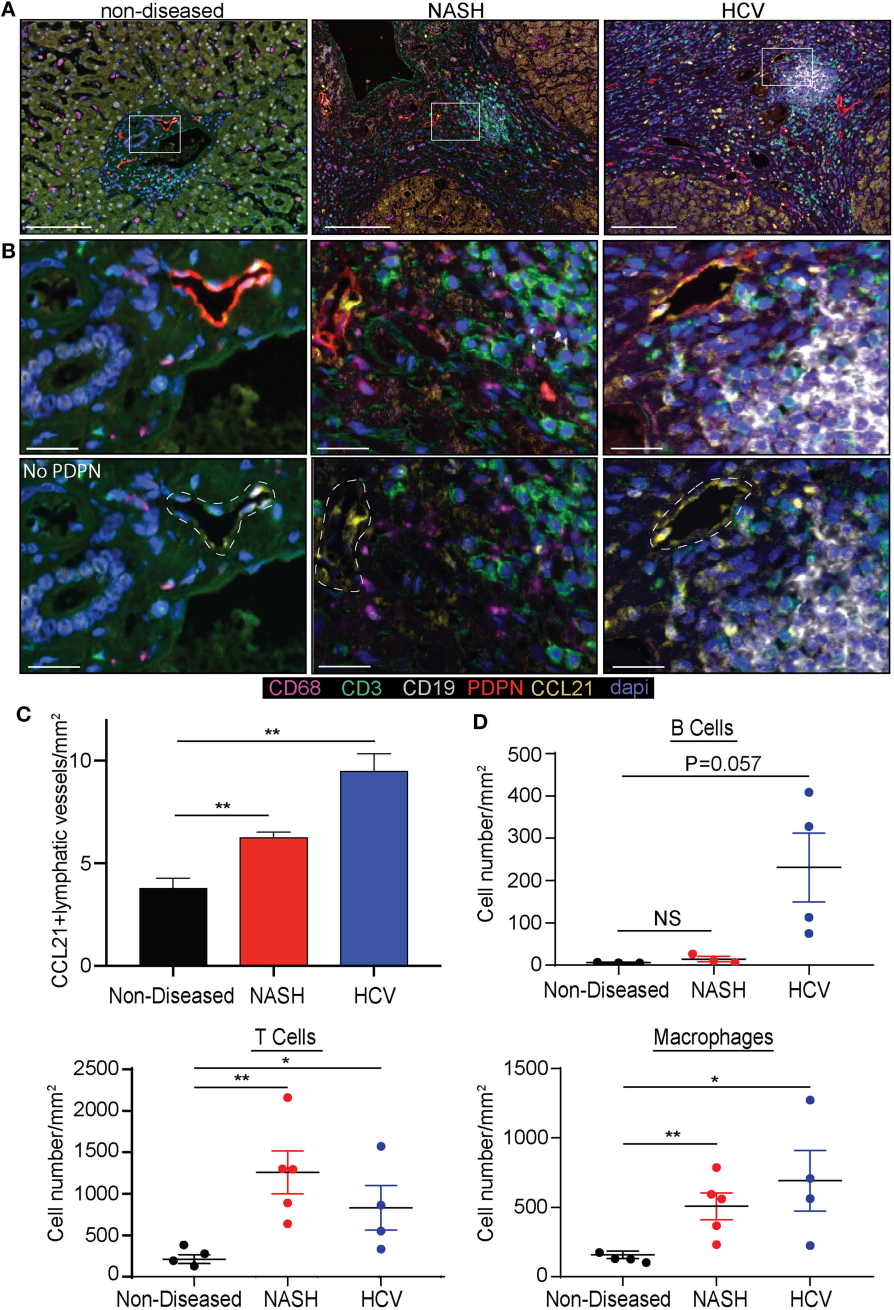
Chronic liver disease induces the expansion of CCL21^+^ lymphatic vessels and immune cell recruitment to the liver. **(A)** Lymphatic vessel (PDPN-Red) expression of CCL21 (Yellow), along with Macrophages (CD68-Magenta), T cells (CD3-Green) and B cells (CD19-White) in non-diseased, NASH, and HCV explanted livers. **(B)** Zoomed in representative examples from **(A)** shown with and without PDPN. White dotted line denotes where lymphatic vessel appears in the image. **(C)** Quantification of CCL21^+^ lymphatic vessels in non-diseased (*n* = 3), HCV (*n* = 5), and NASH (*n* = 3) livers. **(D)** Quantification of B cells, T cells, and Macrophages in liver tissue from Non-diseased (black, *n* = 3), NASH (red, *n* = 3–5) or HCV (blue, *n* = 4). *P < 0.05, **P < 0.01.

### Isolation and Single Cell Sequencing of Lymphatic Endothelial Cells in the Liver

To understand how LECs were transcriptionally regulated in the liver we isolated LECs and subjected them to single cell mRNA sequencing. While other endothelial cell populations within the liver have been evaluated transcriptionally, the transcriptome of liver lymphatic vessels has yet to be reported. This could be due to the LECs in the liver being a fragile, rare and difficult to identify population. Therefore, we used our expertise in lymphatic endothelial cell flow cytometry to isolate and acquire the transcriptional signature of lymphatic endothelial cells in the liver. Once LECs from explanted human livers were isolated by flow sorting, using our published liver LEC marker set (38) (Figure 3A), we subjected the sorted cells to single cell mRNA sequencing using the 10x genomics 3′ platform. 

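The data analysed here are 4 libraries of sorted cells, 2 from non-diseased livers (Non-diseased 1 and Non-diseased 2), 1 from livers with NASH and 1 from livers with HCV. The paper pooled the sorted cells of several donors, 6 non-diseased, 2 with NASH and 3 with HCV, and no cell is assigned to a donor here. NASH and HCV therefore have no replicate library, and differences between them carry counting intervals and no test. By the paper's methods, the non-diseased cells were bought from a company and the diseased cells came from livers removed at transplantation. Disease and cell source thus cannot be told apart in comparisons with non-diseased livers. The authors deposited the number of unique molecular identifiers (UMIs) that Cell Ranger counted on each gene in each cell, without normalization, with a second table that names each cell's library, cluster and cell cycle phase. The genome build they aligned to is not given in the sources used here. The count table holds 11302 genes, and its cells number 153 in Non-diseased 1, 391 in Non-diseased 2, 182 in NASH and 175 in HCV. Its UMIs sum to 177087 in Non-diseased 1, 253376 in Non-diseased 2, 125589 in NASH and 607751 in HCV. A cell held a median of 662 UMIs in Non-diseased 1, 410 in Non-diseased 2, 428 in NASH and 2032 in HCV. The sequencing depth that the paper states counts reads, whereas the values here count UMIs. For each of the authors' 7 cell types, UMIs were summed over the cells of a library, and a gene's level is given as its UMIs per 1000000 of that sum. Libraries, not cells, were the replicates in edgeR's quasi-likelihood test of these sums. Shares of cells carry exact 95% Clopper-Pearson intervals, levels carry exact Poisson intervals, and both cover counting error only. Ratios of summed UMIs had 0.5 UMIs added to each sum, and a count of 0 was taken to allow 3 counts.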

Individual groups of cells were clustered using TSNE clustering based on transcriptional profile (Figure 3B). Interestingly, while we sorted our population of cells based on known phenotypic markers for LECs we still were able to visualize a number of contaminating cells based on their transcriptional profile. However, using this analysis we were also able to discern that in the non-diseased human liver there are two distinct populations of endothelial cells that are transcriptionally distinct from liver sinusoidal endothelial cells (LSECS) (26).

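Lymphocytes were the most frequent of the authors' cell types, with 447 cells or 49.6% of all sorted cells. Monocytes made up 15.1%, erythrocytes 10.2%, hepatocytes 4.11% and fibroblasts 3.44%. Of the 92 cells called erythrocytes, 27 held more immunoglobulin than haemoglobin UMIs, among them all 10 in Non-diseased 1 and all 10 in HCV. LECs made up 9.54% and PECs 7.99%. By library, the share of LECs was 9.15% in Non-diseased 1 (95% CI, 5.09 to 14.9), 6.14% in Non-diseased 2 (3.97 to 9.00), 13.2% in NASH (8.64 to 19.0) and 13.7% in HCV (8.99 to 19.7). These shares describe the cells that passed the sort for CD45, CD31, CD68, CD146 and podoplanin, not the tissue.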

**Figure 3:**
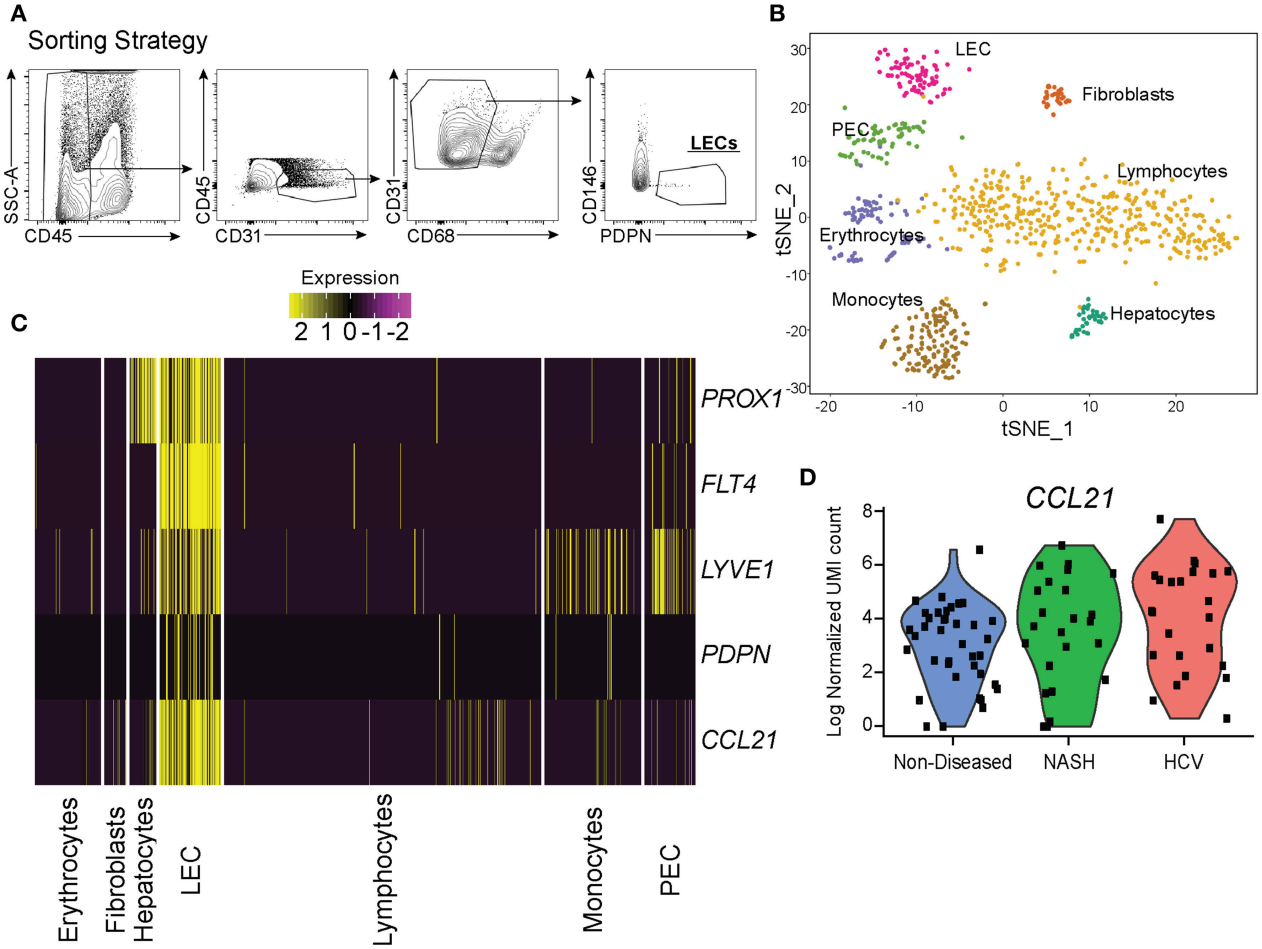
Single cell analysis of liver lymphatic endothelial cells. **(A)** Sorting strategy used to identify LECs. **(B)** TSNE analysis from single cell mRNA sequencing of cells obtained from the sorting strategy in **(A)**. **(C)** Expression of LEC specific genes expressed by isolated cell subsets from the liver (yellow = high, purple = low). **(D)** Normalized CCL21 mRNA expression by LECs from non-diseased (blue), NASH (green), or HCV (red) livers.

LECs were identified using the expression of prospero homeobox protein 1 (*PROX1*), lymphatic vessel endothelial hyaluronan receptor 1 (*LYVE-1*), podoplanin (*PDPN*), vascular endothelial growth factor receptor 3 (*FLT4/VEGFR3*), and *CCL21* (Figure 3C). 

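Gene positions given here are those of GENCODE release 29 on GRCh38, in which 10627 of the 11302 gene symbols (94.0%) were found. *CCL21* lies on chromosome 9 from 34709005 to 34710124 and had a UMI in 67 of 86 LECs (77.9%; 95% CI, 67.7 to 86.1), with 18333 UMIs per 1000000 (17318 to 19393). It had a UMI in 11.1% of PECs (4.92 to 20.7). Among the other cell types of the non-diseased libraries it had a UMI in 1 of 290 lymphocytes, 1 of 14 fibroblasts, 0 of 72 monocytes and 0 of 19 hepatocytes. In HCV the share was 18.8% of lymphocytes (10.1 to 30.5), 40.6% of monocytes (23.7 to 59.4) and 66.7% of hepatocytes (38.4 to 88.2). The level in lymphocytes was 6.91 UMIs per 1000000 in non-diseased libraries, 204 in NASH and 116 in HCV. RNA free in the suspension also gives UMIs. *FLT4*, on chromosome 5 from 180601506 to 180649624, had a UMI in 22.1% of LECs (13.9 to 32.3), in 4.17% of PECs (0.868 to 11.7) and in 0 of 136 monocytes, which allows a share of up to 2.21%. *PROX1*, on chromosome 1 from 213983181 to 214041502, had a UMI in 16.3% of LECs (9.20 to 25.8), in 18.9% of hepatocytes (7.96 to 35.2) and in 0 of 447 lymphocytes, which allows up to 0.671%. Its level was 226 UMIs per 1000000 (126 to 372) in LECs and 90.6 (48.2 to 155) in hepatocytes. *LYVE1*, on chromosome 11 from 10556966 to 10611689, had a UMI in 4.65% of LECs (1.28 to 11.5) and in 2.94% of monocytes (0.807 to 7.36). Its level was 90.3 UMIs per 1000000 (33.1 to 197) in LECs, from 6 UMIs, and 16.3 (4.43 to 41.6) in monocytes, from 4. The median depth was 608.5 UMIs per cell in LECs, 547.5 in PECs, 412 in lymphocytes, 1114 in monocytes and 2243 in hepatocytes. A rule of at least 2 UMIs moved the share of *FLT4* most, to 1.16% of LECs.

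**Figure D1:**
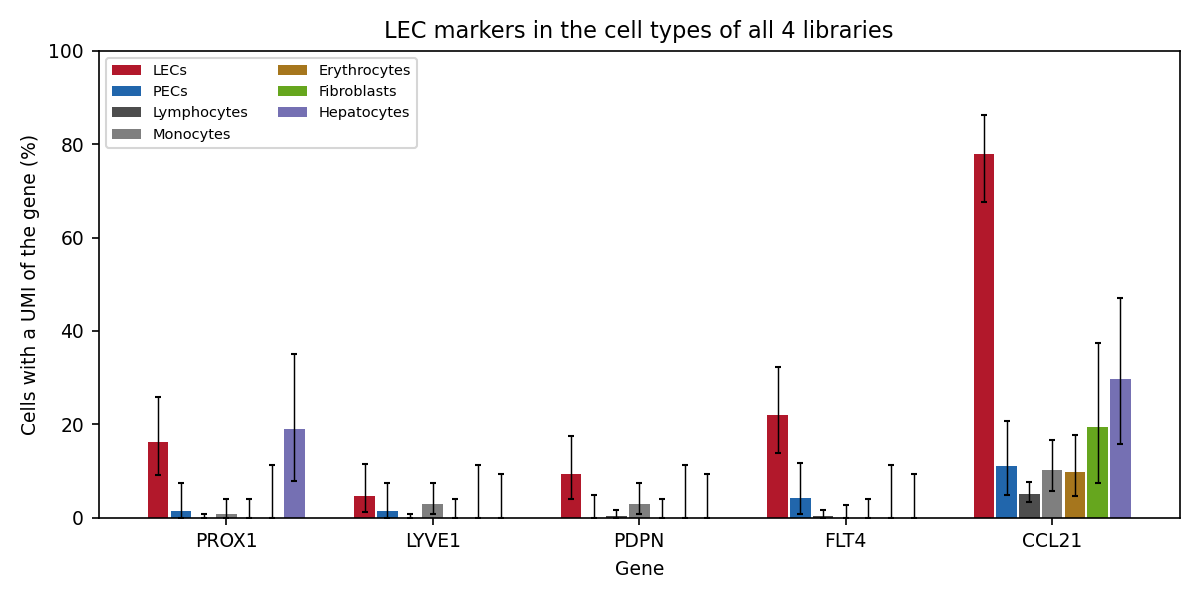
Percent of cells with at least 1 UMI (vertical axis) of *PROX1*, *LYVE1*, *PDPN*, *FLT4* and *CCL21* in each of the authors' 7 cell types, over all 4 libraries. Lines are exact 95% Clopper-Pearson intervals, and only the bar of *CCL21* in LECs stands above 50%.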

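The authors' clusters hold 86 LECs and 72 PECs. LECs numbered 14 in Non-diseased 1, 24 in Non-diseased 2, 24 in NASH and 24 in HCV. PECs numbered 11 in Non-diseased 1, 33 in Non-diseased 2, 13 in NASH and 15 in HCV. A LEC held a median of 395.5 UMIs in Non-diseased 1, 391 in Non-diseased 2, 606 in NASH and 1265 in HCV. For PECs the median was 1167 UMIs in Non-diseased 1, 358 in Non-diseased 2, 351 in NASH and 2474 in HCV. The clusters were drawn from the same transcripts, so a difference in these transcripts between LECs and PECs is not independent evidence.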

Based on the expression of these LEC-associated markers we were able to divide these two populations into a fully differentiated LEC population and an endothelial cell population that resembles the recently reported portal endothelial cells (PEC) (27). Specifically, these two populations are distinguished by their expression of several markers such as *PROX1, PDPN, CCL21*, Neurotensin, and trefoil factor 3 (*TFF3*) by the LEC cluster; bone marrow stromal antigen two precursor (*BST2*), interferon alpha inducible protein 27 (*IFI27*) and ribonuclease 1 (*RNASE1*) by the other endothelial cluster similar to PECs (Table 1). These factors have been previously reported to be associated with either LECs or blood endothelial cells (BECs) in other model systems and in primary endothelial cell cultures confirming that these subsets are of lymphatic or blood origin, respectively (40, 41). 

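The edgeR test of LECs against PECs in the 2 non-diseased libraries covered 196 genes, and 2 passed a false discovery rate of 0.05, both higher in LECs. An unadjusted p below 0.05 was reached by 11 genes. *CCL21* had 201 and 173 UMIs in the LECs of Non-diseased 1 and 2 and 1 and 1 in their PECs. Its log2 fold change was 7.99 (SE 0.85, adjusted p = 0.0186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with LECs higher in 2 of 2 libraries. For *TFF3* the log2 fold change was 5.38 (SE 0.60, adjusted p = 0.0186 from the edgeR test, higher in 2 of 2 libraries). With the library as a block, 1 gene passed, *CCL21*. Without a filter on low counts, 8 of 6589 genes passed. Neurotensin (*NTS*), on chromosome 12 from 85874295 to 85882992, had 6 and 8 UMIs in LECs and 0 in PECs of either library. *BST2*, on chromosome 19 from 17402939 to 17405648, had 0 UMIs in LECs and 5 and 25 in PECs. *RNASE1*, on chromosome 14 from 20801228 to 20803278, had 0 UMIs in LECs and 12 and 25 in PECs, and did not pass (adjusted p = 0.189 from the edgeR test, lower in LECs of 2 of 2 libraries). With LECs at 0, its fitted log2 fold change of −7.00 (SE 1.40) depends on the prior count. Of the 22 genes of Table 1, 18 had the table's direction in both libraries. In Non-diseased 1, *AC090498.1* and *FCN3* had 0 UMIs in LECs and in PECs, and *MTRNR2L12* had 1 in each, too few for a direction. *FABP4* went both ways, with a log2 ratio of LECs to PECs of −0.72 in Non-diseased 1 and 2.89 in Non-diseased 2.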

As seen in Figure 2, liver LECs express CCL21 protein while LECs from diseased livers had more CCL21^hi/+^ vessels. This was confirmed by our transcriptional analysis and similar to other reports demonstrating expression of the chemokine *CCL21* by LECs (Figure 3D) (42, 43). 

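In LECs, the level of *CCL21* was 32456 UMIs per 1000000 (95% CI, 28124 to 37266) in Non-diseased 1 and 14058 (12041 to 16316) in Non-diseased 2. It was 13647 (11914 to 15560) in NASH and 19654 (18139 to 21263) in HCV. The level in HCV lay between those of the 2 non-diseased libraries, and the interval in NASH overlapped that in Non-diseased 2. A UMI of *CCL21* was found in 78.6% of LECs in Non-diseased 1, 75% in Non-diseased 2, 79.2% in NASH and 79.2% in HCV.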

We also discovered that *TFF3*—a gene upregulated in hypoxia that induces expression of VEGF and protects barrier function is upregulated by the LEC population (44, 45). 

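*TFF3* lies on chromosome 21 from 42311667 to 42315651 and encodes trefoil factor 3. Its level in LECs was 4521 UMIs per 1000000 (95% CI, 3004 to 6534) in Non-diseased 1 and 6257 (4938 to 7820) in Non-diseased 2. In PECs it was 155 UMIs per 1000000 in Non-diseased 1, from 2 UMIs, and 64.1 in Non-diseased 2, from 1 UMI. A UMI was found in 78.9% of non-diseased LECs, at a median of 391 UMIs per cell, and in 4.55% of non-diseased PECs, at a median of 411.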

The liver PEC-like population has increased expression of genes such as *IFI27* which is also expressed by LECs in the lymph node (46–48); and *HSPG2* encoding Perlecan which is predominantly expressed by BECs, but whose expression can be increased during the final maturation of lymphatic vessels in the skin (49). These data suggest that the PEC-like population may be a progenitor cell for LECs with transcripts found in both cells from blood and lymphatic lineages. 

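*IFI27*, on chromosome 14 from 94104836 to 94116698, had 37 and 63 UMIs in the PECs of Non-diseased 1 and 2 and 3 and 1 in their LECs. Its log2 fold change of LECs against PECs was −3.96 (SE 0.86, adjusted p = 0.189 from edgeR's quasi-likelihood test), lower in LECs of 2 of 2 libraries. DESeq2 and the edgeR test without a filter on low counts put it past a false discovery rate of 0.05. A UMI of *IFI27* was found in 65.9% of non-diseased PECs and 7.89% of non-diseased LECs. *HSPG2*, on chromosome 1 from 21822245 to 21937297, had 8 and 25 UMIs in PECs and 0 and 2 in LECs. It was below the count filter of the test. A UMI of *HSPG2* was found in 47.7% of non-diseased PECs and 2.63% of non-diseased LECs.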

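Of the 5 LEC-associated genes *PROX1*, *LYVE1*, *PDPN*, *FLT4* and *CCL21*, at least 1 had a UMI in 11 of 72 PECs (15.3%; 95% CI, 7.88 to 25.7) over all 4 libraries. The same held for 15.4% of monocytes (9.82 to 22.6), which are not of the lymphatic lineage and held more UMIs per cell. Of the 14 monocytes with a UMI of *CCL21*, 13 were from HCV. In the non-diseased libraries, *CCL21* and *FLT4* each had a UMI in 2 of 44 PECs (4.55%; 0.555 to 15.5) and in 0 of 72 monocytes, which allows up to 4.17%. Thinned to 500 UMIs per cell, a UMI of *CCL21* was found in a mean of 6.25% of PECs and 2.31% of monocytes, and of *FLT4* in 1.62% and 0. At least 2 of the 5 genes had a UMI in 1 PEC.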

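*PDPN* lies on chromosome 1 from 13583465 to 13617957. It had 10 UMIs in 8 of 86 LECs (9.30%; 95% CI, 4.10 to 17.5), at a median depth of 608.5 UMIs per cell. In PECs, with a median of 547.5, it had a UMI in 0 of 72 cells, which allows a share of up to 4.17%. It had a UMI in 2.94% of monocytes (0.807 to 7.36), with a median of 1114. Its level was 151 UMIs per 1000000 (72.2 to 277) in LECs and 16.3 (4.43 to 41.6) in monocytes. In PECs a count of 0 allows up to 34.0.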

Finally, we confirm that the structures we visualized in the livers of cirrhotic patients (Figure 1) are the same LEC population we are evaluating transcriptionally based on the expression of PDPN in this specific endothelial population (Figure 3C). Thus, based on transcriptional profiling we were able to distinguish LECs from other cells in the liver in order to evaluate changes in these cells during chronic liver disease.

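With NASH and HCV added, a set that the paper does not use, the edgeR test of LECs against PECs in all 4 libraries covered 192 genes, and 5 passed a false discovery rate of 0.05. An unadjusted p below 0.05 was reached by 34 genes. Each of the 5 genes went the same way in 4 of 4 libraries. The log2 fold change was 7.14 for *CCL21* (SE 0.50) and 5.10 for *TFF3* (SE 0.29). It was 1.90 for *ADIRF* (SE 0.27), 1.63 for *S100A10* (SE 0.23) and −4.28 for *IFI27* (SE 0.68). *IFI27* did not pass without Non-diseased 2, and *S100A10* did not pass without NASH. With the library as a block, 310 genes were tested and 33 passed, 11 higher and 22 lower in LECs. From the transcripts that set the clusters apart, the paper concludes that LECs can be distinguished from the other cells in the liver.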

**Table 1:** LECs and PECs have similar but distinct transcriptional profiles.

**Gene**	**avg_log2(LEC/PEC)**	**pct.LEC**	**pct.PEC**	**pval**	**Pval adj**
CCL21	5.158128464	0.763	0.045	2.00E-11	2.26E-07
TFF3	3.305995867	0.789	0.045	1.17E-11	1.33E-07
NTS	2.140331515	0.316	0	6.73E-05	0.760564313
ADIRF	1.637091524	0.711	0.227	2.39E-06	0.027008311
S100A10	1.47389027	0.763	0.386	4.70E-06	0.053149996
S100A6	1.29723903	0.789	0.318	1.39E-06	0.015742032
FABP4	1.086755403	0.658	0.091	2.56E-07	0.002893748
JUNB	−1.508928712	0.158	0.636	7.56E-06	0.085490214
AC090498.1	−1.65001069	0.184	0.545	1.62E-04	1
ZFP36	−1.665549178	0.079	0.5	6.20E-05	0.700906334
NBEAL1	−1.699311818	0.105	0.455	2.87E-04	1
RDX	−1.836136132	0.053	0.409	1.89E-04	1
C11orf96	−1.881095457	0	0.273	5.79E-04	1
FCN3	−1.963822515	0.026	0.477	1.15E-05	0.129553478
SAT1	−2.283288374	0.026	0.5	3.07E-06	0.034715003
MTRNR2L12	−2.322539602	0.053	0.523	6.06E-06	0.068538598
PLPP3	−2.351071763	0	0.318	1.66E-04	1
HSPG2	−2.394084071	0.026	0.477	5.88E-06	0.066463691
CCL14	−2.467042053	0.053	0.477	1.60E-05	0.181344818
IFI27	−2.604129481	0.079	0.659	5.81E-08	6.57E-04
BST2	−2.622236874	0	0.432	5.77E-06	0.065268266
RNASE1	−2.767317205	0	0.523	2.99E-07	0.003384829

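The fold changes were computed from the deposited counts as Seurat does, with each cell scaled to 10000 UMIs and 1 added to each mean before the log. For *CCL21* the difference between LECs and PECs was 5.16 on the natural log scale and 7.44 on the log2 scale. Over the 22 genes of Table 1, the largest gap between the paper's value and the value on the natural log scale was 4.16e-10. A value on the log2 scale is 1.44 times larger. The paper's reported adjusted p is below 0.05 for 8 of the 22 genes, from a Wilcoxon rank-sum test that took cells as replicates.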

*Shown is the average log2 gene expression fold change between LEC and PEC in non-diseased livers, the percent of cells in each subset that expresses a given gene, and the raw and adjusted P-values. Data was filtered to include only genes in which the p-value between LEC and PEC was < 0.0006*.

### Liver Disease Results in the Proliferation of Lymphatic Endothelial Cells

As stated above we identified lymphatic endothelial cells in the liver both by flow cytometry and transcriptional profiling. Being that we saw a substantial increase in the frequency of lymphatic vessels in disease (Figure 1) we evaluated if chronic liver disease induced the specific expansion and differentiation of LECs. 

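In LECs, the 2 diseased libraries (NASH and HCV) were compared with the 2 non-diseased libraries. The edgeR test covered 217 genes, and 0 passed a false discovery rate of 0.05, with 7 at an unadjusted p below 0.05. DESeq2 called 1 gene, *MTRNR2L12*. It had 1 UMI in the LECs of each non-diseased library, 37 in NASH and 158 in HCV. Its log2 fold change was 5.15 (SE 0.81, adjusted p = 0.229 from edgeR's quasi-likelihood test), higher in 2 of 2 diseased libraries. *MTRNR2L12* is a copy of mitochondrial ribosomal RNA, so reads can be shared and its count is uncertain. Without a filter on low counts, 14 of 6476 genes passed the edgeR test. Without Non-diseased 2, 4 genes passed. The count was 3 without NASH and 1 without HCV. In counts simulated for this comparison, the edgeR test called 81 of the 125 changed genes that it covered. There, 125 of the 261 genes tested were changed, by up to 8-fold, and every gene had the same dispersion. The share called in real counts may therefore be lower.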

We first compared liver LECs from non-diseased to diseased livers (both HCV and NASH) and found LECs from diseased livers downregulated pathways involved in apoptosis while upregulating pathways involved in free radical scavenging (Supplementary Table 2). Similarly, upstream pathways activated in LECs from diseased livers included Jun N-terminal kinase (JNK), mitogen-activated protein kinase (MAPK), as well as tumor necrosis factor (TNF) (Supplementary Table 3). 

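The targets of TNF and Jnk in Supplementary Table 3 are 7 genes, and 4 passed the count filter of the edgeR test of diseased against non-diseased LECs. The log2 fold change was 1.26 for *DUSP1* (SE 0.67), 0.65 for *MT-CO2* (SE 0.31), 0.63 for *APP* (SE 0.39) and −0.43 for *RPS13* (SE 0.34). For *RPS13* it was 0.14 without the filter. None of the 4 passed a false discovery rate of 0.05 by edgeR or DESeq2, or an unadjusted p of 0.05 by edgeR. The lowest p from edgeR was 0.999 adjusted over all genes tested and 0.226 adjusted over the list alone, with 3 of the 4 genes higher in diseased LECs. The study chose the list on these samples, so the latter is not independent evidence. The level of *DUSP1* in LECs was 1130 UMIs per 1000000 (95% CI, 454 to 2329) in Non-diseased 1 and 894 (446 to 1599) in Non-diseased 2. It was 1102 (653 to 1741) in NASH and 3038 (2461 to 3710) in HCV.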

We also observed a higher proportion of LECs from diseased patients that are in active cell cycle compared to LECs from non-diseased livers or PECs (Figure 4A). To confirm this transcriptional data we utilized flow cytometry to measure Ki67 expression by LECs from non-diseased and diseased livers. 

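By the authors' phase calls, 75% of HCV LECs (95% CI, 53.3 to 90.2), 54.2% of NASH LECs (32.8 to 74.4) and 34.2% of non-diseased LECs (19.6 to 51.4) were outside G1. For PECs the authors' calls gave 40.0% in HCV (16.3 to 67.7), 30.8% in NASH (9.09 to 61.4) and 36.4% in non-diseased livers (22.4 to 52.2). Phases were computed again with Seurat's score, whose lists hold 43 S phase and 54 G2/M genes, of which 23 and 25 are in the count table. The call was the same as the authors' in 847 of 901 cells (94.0%). Outside G1 were then 75% of HCV, 58.3% of NASH and 36.8% of non-diseased LECs. For PECs it was 66.7% in HCV, 38.5% in NASH and 38.6% in non-diseased livers. The score draws control genes at random, and both HCV values were the highest over 20 other seeds, which gave 58.3% to 75% of HCV LECs and 40.0% to 66.7% of HCV PECs. Seurat's updated lists gave 62.5% and 60.0%.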

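A LEC held a median of 2 UMIs of Seurat's S and G2/M lists together in HCV, 1 in NASH and 0 in non-diseased livers. Each cell was then thinned to 300 UMIs at random in 20 draws, leaving out shallower cells, and scored by a version of the score that breaks ties between genes at random. The mean share outside G1 was 40.2% of HCV, 37.4% of NASH and 35.7% of non-diseased LECs. The difference of HCV from non-diseased LECs was 4.52 percentage points (−12.2 to 23.9 over the draws), and that of NASH was 1.70 (−11.8 to 12.4). The difference was at or below 0 in 6 of 20 draws for HCV and in 10 for NASH. With 500 UMIs per cell, which leaves fewer cells, the mean difference was 8.81 points for HCV and −1.15 for NASH. Thinning blunts a real difference as well. In HCV, 78.1% of lymphocytes and 81.2% of monocytes were outside G1 before thinning. In lymphocytes the share was 35.0% in Non-diseased 1 and 38.7% in Non-diseased 2, and in monocytes 76.7% and 40.5%. No cycling is read from phase calls alone, and RNA free in the suspension enters them too. From the calls, the paper states that more LECs of diseased livers were in active cell cycle.

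**Figure D2:**
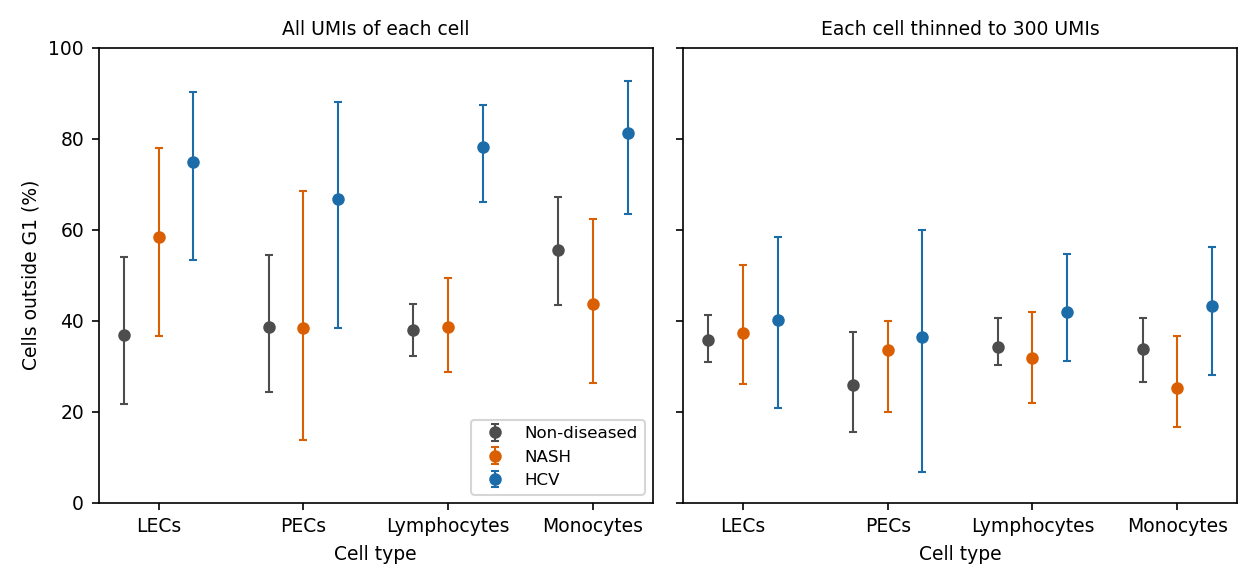
Percent of cells outside G1 (vertical axis) in LECs, PECs, lymphocytes and monocytes of non-diseased, NASH and HCV livers. The left panel uses all UMIs, with exact 95% Clopper-Pearson intervals, and the right panel 300 UMIs per cell, with the mean of 20 draws and lines from the lowest to the highest draw; HCV LECs lie at 75% on the left and 40.2% on the right.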

Using this approach, we were able to confirm our transcriptional data demonstrating that a higher frequency of LECs from diseased livers have Ki67 expression compared to LECs from non-diseased livers (Figure 4B). This difference was consistent across patients, suggesting the expansion of LECs is a common event during chronic liver disease (Figure 4C). Finally, when comparing genes between liver LECs from non-diseased, HCV or NASH we found that each group clustered differently (Figure 4D). 

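Between the LECs of the 2 non-diseased libraries, edgeR's common dispersion over 263 genes was 0.143. This spread includes that between the few cells summed in each library. With 1 library each, the distance of NASH or HCV from the non-diseased libraries includes a spread of this kind.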

Many of the same genes were differentially expressed between non-diseased and both NASH and HCV (Figure 4D) suggesting different inflammatory stimuli induce some of the same transcriptional programs. However, while there were many similarities in the transcriptional programs of LECs from HCV or NASH explanted livers there were also differences (Figure 4D). 

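Among the 431 genes with at least 20 UMIs over the 4 LEC sums, 255 (59.2%) went the same way in NASH and in HCV against the non-diseased libraries. Of these, 85 were higher and 170 lower in both. The same controls enter both comparisons, so a share above 50% is found with no effect of disease. In 10000 simulated pairs of unchanged libraries against these controls, the mean share was 64.3% (95% of pairs within 59.9 to 68.7). The simulation gives no library a preparation in common with a control. If NASH and HCV each shared one with a different control, the share with no effect of disease would be lower. With NASH against Non-diseased 1 and HCV against Non-diseased 2, the share was 35.0%. With the controls exchanged, which sets each disease against the control with like fibroblast and hepatocyte shares, it was 61.7%. In these arrangements no control enters both comparisons, so the simulated 64.3% does not apply. No unchanged share was simulated for them.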

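Between the LECs of NASH and HCV, 310 genes had at least 20 UMIs over both sums, 166 higher in NASH and 144 higher in HCV. Besides genes of Table 2, those with the largest log2 ratio of NASH to HCV were *BCYRN1* at 4.25 (95% CI, 2.78 to 6.80), *TM4SF1* at 2.91 (2.05 to 3.95), *CCL14* at 2.50 (1.60 to 3.57) and *NR2F1* at 2.02 (1.12 to 3.04). *BCYRN1* is derived from Alu repeats, so its count is uncertain, and 33 of its 34 UMIs in NASH lay in 1 LEC. Without that LEC, an alternative chosen after seeing the data, the log2 ratio was −0.22. *TM4SF1* had 52 UMIs in NASH and 13 in HCV. The non-diseased libraries differ in it as well, with 2 UMIs in Non-diseased 1 and 33 in Non-diseased 2. *NR2F1* had 1 and 9 UMIs in these libraries, too few to show a difference. *HP* had 0 UMIs in NASH and 41 in HCV, with an upper limit of −2.46 for the log2 ratio, and 40 of the 41 lay in 1 LEC. These intervals cover counting error only, and with 1 library per disease the differences have no replicate check.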

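Among LECs and PECs together, LECs made up 56.0% in Non-diseased 1 (95% CI, 34.9 to 75.6) and 42.1% in Non-diseased 2 (29.1 to 55.9). They made up 64.9% in NASH (47.5 to 79.8) and 61.5% in HCV (44.6 to 76.6). Among cells with at least 250 genes, LECs made up 76.7% in NASH (57.7 to 90.1), 61.5% in HCV and 40.4% in non-diseased livers (27.0 to 54.9), and the intervals of NASH and non-diseased livers do not overlap. With all cells the intervals overlap, the sort sets these shares in part, and no test was run on them. The clusters rest on transcripts that can themselves differ between libraries. Whether the difference between LECs and PECs changed with disease was tested by the interaction in edgeR over all 4 libraries. Of 310 genes, 0 passed a false discovery rate of 0.05 and 0 had an unadjusted p below 0.05. DESeq2 called 0 genes as well, with 1 at an unadjusted p below 0.05. In simulated counts, the edgeR interaction called 2 of the 76 changed genes that it covered, so it could detect few differences.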

Taken together, these data demonstrate that LECs and PECs, are differentially regulated during chronic liver disease and that chronic liver disease results in the preferential expansion of LECs. These data also suggest that different inflammatory insults may regulate different gene programs in LECs.

**Figure 4:**
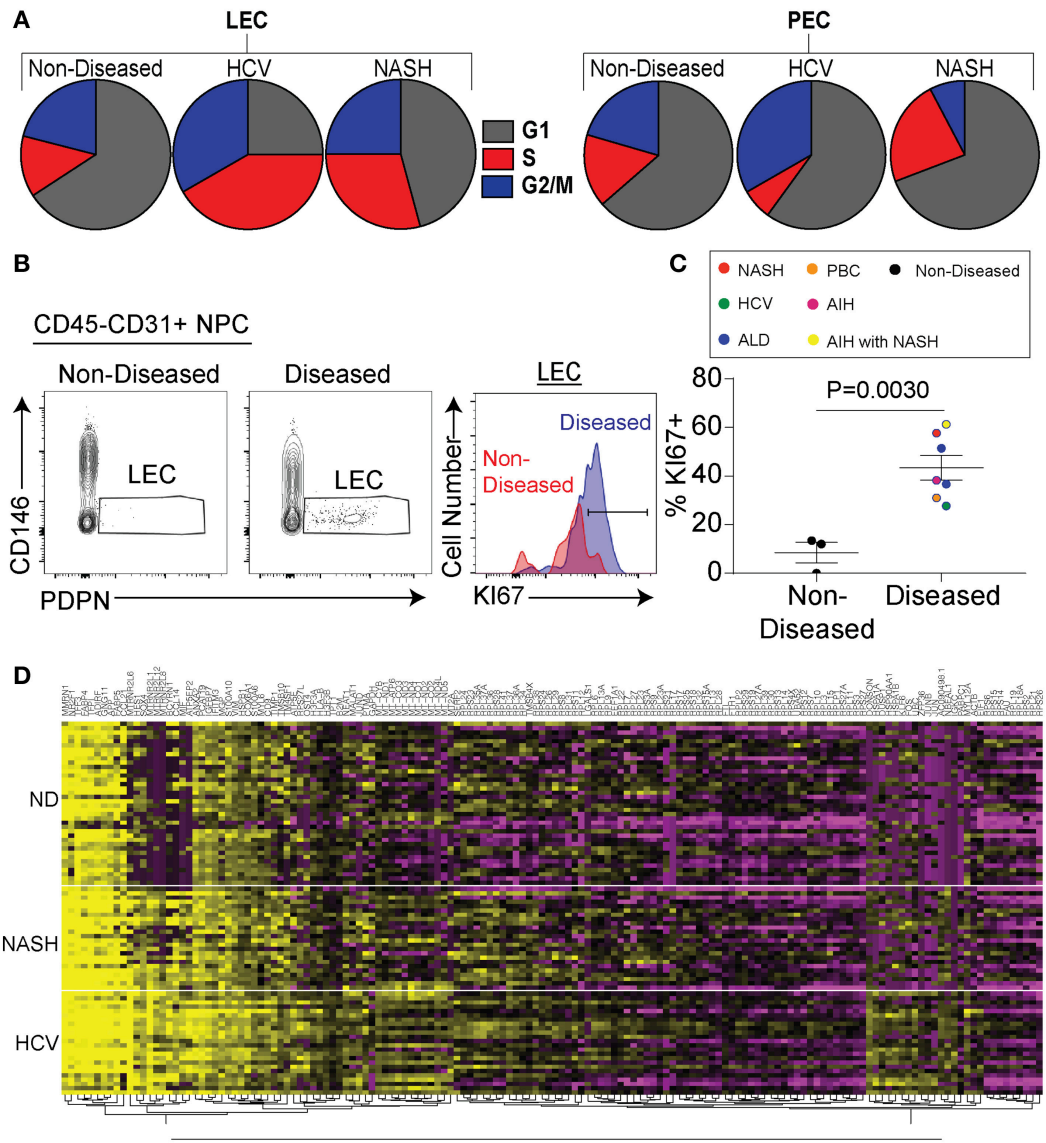
Chronic liver disease results in increased LEC proliferation. **(A)** Frequency of LECs (left) and PECs (right) in each stage of cell cycle based on gene expression from single cell sequencing data. **(B)** Representative flow cytometric profiles of LECs from non-diseased (left and red) or diseased (right and blue). **(C)** Quantification of **(B)**. **(D)** Hierarchical clustering of differentially expressed genes from LECs sorted from non-diseased (ND), NASH, or HCV explanted livers.

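Of a list of 16 proliferation genes that includes *MKI67*, *TOP2A* and *PCNA*, 5 are not among the genes of the count table, *MKI67* included. No UMI in any LEC was found for 8, and 0 of 86 LECs allows a share of up to 3.49% for each. The other 3, *HMGB2*, *TUBA1B* and *STMN1*, are also expressed outside division. The list summed to 811 UMIs per 1000000 (95% CI, 454 to 1337) in non-diseased LECs, 979 (560 to 1590) in NASH and 506 (289 to 822) in HCV. The UMIs of Seurat's S and G2/M lists summed to 919 per 1000000 (535 to 1471) in non-diseased LECs, 1163 (700 to 1816) in NASH and 1582 (1175 to 2086) in HCV. The ratio to non-diseased LECs was 1.27 (0.623 to 2.59) for NASH and 1.72 (0.976 to 3.18) for HCV, so a difference was not established at this depth.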

### CLD Alters Signaling Pathways in Liver LECs

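The LECs of NASH and HCV, 1 library each, held 16341 and 31596 UMIs. All 13 genes of Table 2 had the table's direction in the summed UMIs. Higher in NASH were *SYTL2*, with a log2 ratio of NASH to HCV of 4.22 (95% CI, 2.04 to 10.2; 14 UMIs against 1), and *AC090498.1*, at 1.88 (1.52 to 2.27). Higher in HCV were *EIF1*, *MALAT1*, *DUSP1*, *DONSON*, *IGLC2*, *IGKC*, *MTRNR2L1* and *MTRNR2L8*, from −0.90 (−1.74 to −0.18) for *EIF1* to −5.41 (−8.78 to −3.86) for *MTRNR2L1*. Another 3 genes had 0 UMIs in NASH, and the upper limit of the log2 ratio was −2.69 for *MTRNR2L6*, −1.57 for *IGHG3* and −0.996 for *ACVR2B*. The MTRNR2L genes are near copies of mitochondrial ribosomal RNA and the immunoglobulin genes resemble each other, so their counts are uncertain where reads were shared. In the other 6 cell types summed, the log2 ratio was 4.97 for *SYTL2*, −3.25 for *DONSON*, −1.97 for *IGKC* and −1.71 for *MTRNR2L1*, the same direction as in LECs. It was 0.49 (0.33 to 0.64) for *AC090498.1* and −0.08 (−0.13 to −0.03) for *IGLC2*, nearer to 0 than in LECs. The intervals of *IGKC* (−2.06 to −1.87), *MTRNR2L1* (−2.80 to −0.90) and *MALAT1* (−1.31 to −1.18) also lay nearer to 0. Those in LECs did not overlap them, at −10.3 to −2.45, −8.78 to −3.86 and −1.63 to −1.35. *SYTL2* and *DONSON* lay further from 0 than in LECs, with intervals that overlap. *EIF1* went the other way, at 0.27 (0.05 to 0.48). An equal shift of all cell types therefore does not by itself account for each of these genes. The LECs of the 2 non-diseased libraries differ in some of these genes as well. *MALAT1* had 447 of 6193 UMIs in Non-diseased 1 and 346 of 12306 in Non-diseased 2, and *EIF1* had 20 and 18. *IGLC2* was not higher in Non-diseased 1, with 0 and 11. A difference between libraries that is seen in LECs without disease is not excluded. The mix of the other cell types also differed, with hepatocytes at 1.65% of NASH cells and 8.57% of HCV cells. A different mix can move their sum, and no ratio with a matched mix was computed. The sum includes the cells called erythrocytes, of which 10 of 10 in HCV held more immunoglobulin than haemoglobin UMIs. In NASH it was 3 of 15, so the summed ratios of immunoglobulin genes are no like comparison. With 1 library per disease, the disease and the library still cannot be told apart. By the paper's methods, the NASH donors were all female and the HCV donors all male, so sex differs along with the disease.

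**Figure D3:**
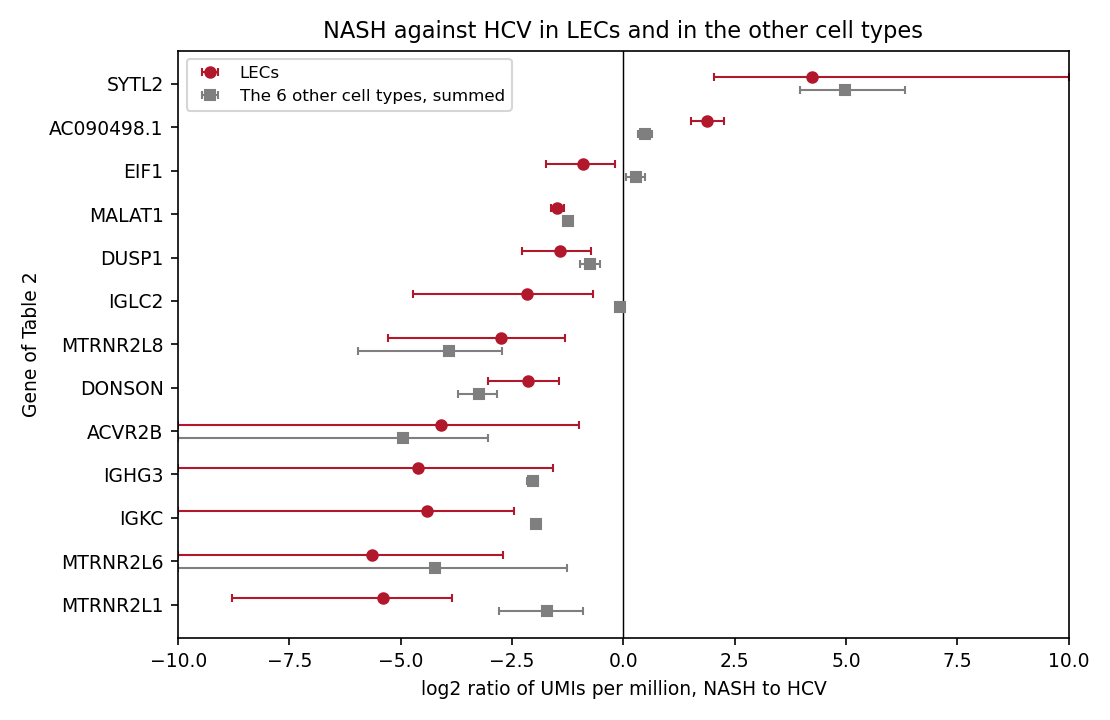
Log2 ratio of NASH to HCV (horizontal axis) for the 13 genes of Table 2 in LECs (circles) and in the other 6 cell types summed (squares), from 1 library per disease. Lines are 95% intervals for counting error, and those that reach the edge of the plot continue beyond it. *EIF1* lies below 0 in LECs and above 0 in the other cell types.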

To examine differences in gene expression in LECs dependent on disease etiology we compared the gene expression of LECs from NASH patients to HCV patients (Table 2). We also used IPA software to evaluate transcriptional pathways (Supplementary Table 4) induced by the different disease etiologies. 

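Supplementary Table 4 lists target genes of IL13, and 7 of them are in the count table. In LECs, 4 of the 7 had a log2 ratio of NASH to HCV above 0, and for 3 of these, *CD36*, *FABP4* and *TFF3*, the counting interval lay above 0. The ratio was 0.50 (95% CI, −0.67 to 1.59) for *FKBP1A*, −0.63 (−2.82 to 0.95) for *MAF* and −1.68 (−5.13 to 0.15) for *MT1X*. Against non-diseased LECs, 0 of the 7 had an interval above 0. The study drew these genes from the same libraries, so they are not independent evidence.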

Intriguingly, the IL13 signaling pathway was upregulated in LECs isolated from patients with NASH (Supplementary Table 4). IL13 has been shown to be involved both in maintaining lymphatic vessel structure and permeability (35, 50) and in the conversion of hepatic stellate cells (HSC) to myofibroblasts (51, 52). 

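*IL13*, on chromosome 5 from 132656263 to 132661110, is not among the 11302 genes of the count table, and 0 of 901 cells would allow a share of up to 0.333%. *CD36*, on chromosome 7 from 80369575 to 80679277, had 12 UMIs in NASH LECs and 7 in HCV LECs, a log2 ratio of NASH to HCV of 1.69 (95% CI, 0.27 to 3.31). *FABP4*, on chromosome 8 from 81478419 to 81483263, had a level of 7160 UMIs per 1000000 (5921 to 8581) in NASH and 2690 (2149 to 3326) in HCV. Its log2 ratio was 1.41 (1.00 to 1.83). For *TFF3* the level was 6120 UMIs per 1000000 (4979 to 7443) in NASH and 3703 (3062 to 4438) in HCV, a log2 ratio of 0.73 (0.32 to 1.12). *FABP4* also differed between the 2 non-diseased libraries, whereas the intervals of *TFF3* there overlapped. The disease and the library cannot be told apart in these ratios. As the mean of log-normalized cells, the log2 ratio of *FABP4* fell most, to 0.19. *ATF3*, on chromosome 1 from 212565334 to 212620777, had 0 UMIs in NASH LECs and 8 in HCV LECs, and the counting interval of the log2 ratio includes 0. With 3 counts allowed for NASH, the level in HCV was 1.38 times higher, which leaves out the counting error in HCV.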

While IL13 expression was not detected in any of the cell types we evaluated, suggesting a signal strength issue; CD36, FABP4 and TFF3, genes that are targets of IL13 signaling, were upregulated (53–55), and ATF3, which inhibits IL13 transcription (56), was downregulated in LECs from NASH livers (Figure 5A). These data not only gave us potential leads to follow, but also led us to the conclusion that while CLD uniformly induces the expansion of lymphatic vessels in the liver, NASH-associated liver disease elicited a unique transcriptional profile in liver LECs that involves IL13 signaling.

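Against non-diseased LECs, the log2 ratio of NASH was 0.92 for *CD36* (95% CI, −0.51 to 2.54), 0.07 for *FABP4* (−0.30 to 0.45) and 0.11 for *TFF3* (−0.30 to 0.52). These differences were within the counting error. The value for *FABP4* rests on the control, with 1.27 without Non-diseased 2 and −0.29 without Non-diseased 1. Its level was 2907 UMIs per 1000000 (1723 to 4594) in Non-diseased 1 and 8776 (7199 to 10596) in Non-diseased 2. *ATF3* had 1 UMI in non-diseased LECs, so both groups were at or under the floor. From the higher *CD36*, *FABP4* and *TFF3* and the lower *ATF3*, the paper concludes that the profile of LECs in NASH involves IL13 signaling.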

**Table 2:** Transcriptional differences between LECs from patients with NASH or chronic HCV infection.

**Gene**	**avg_log2(NASH/HCV)**	**pct.NASH**	**pct.HCV**	**pval**	**pval_adj**
SYTL2	2.154809339	0.5	0.042	2.91E-04	1
AC090498.1	1.266572393	0.875	0.875	1.24E-04	1
EIF1	−0.552823526	0.417	0.958	5.94E-04	1
MALAT1	−0.970590552	0.958	1	9.62E-05	1
DUSP1	−1.06840421	0.333	0.875	4.43E-04	1
IGLC2	−1.268154318	0.125	0.667	4.03E-04	1
MTRNR2L8	−1.483505058	0.125	0.708	2.74E-04	1
DONSON	−1.612257661	0.458	1	1.82E-07	0.002055027
ACVR2B	−1.80158542	0	0.5	9.98E-05	1
IGHG3	−2.106156828	0	0.542	4.18E-05	0.472913317
IGKC	−2.5839658	0.042	0.875	2.81E-08	3.18E-04
MTRNR2L6	−2.796201221	0	0.625	6.66E-06	0.075261418
MTRNR2L1	−3.042838611	0.083	0.875	1.81E-07	0.002050256

*Shown is the average log_2_ gene expression fold change differences between LECs isolated from NASH and HCV, the percent of cells in each subset that expresses a given gene, and the raw and adjusted P-values. Data was filtered to include only genes in which the p-value between HCV and NASH were <0.0006*.

**Figure 5:**
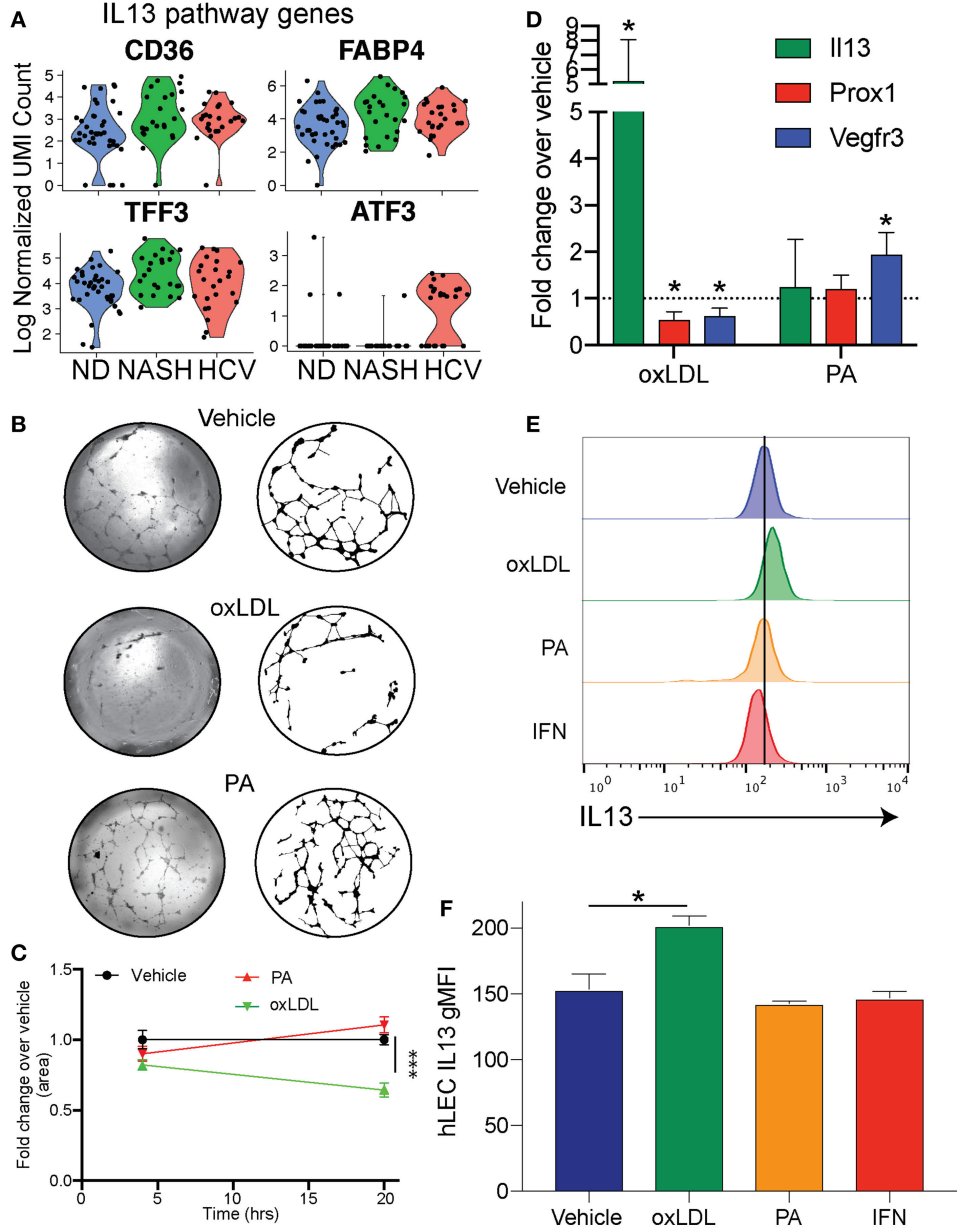
Cholesterol regulates IL13 signaling in LECs. **(A)** Genes involved in IL13 signaling in LECs from Non-diseased (ND, blue), NASH (green), and HCV (red) **(B)**. Representative images of lymphatic branching from hLECs treated for 24 h with Vehicle (DMSO), Ox-LDL (100 μg/ml) or PA (0.25 mM). **(C)** Quantification of **(B)**. **(D)** Quantitative RT-PCR of hLEC treated with the indicated stimulus for 24 h. **(E)** Representative flow cytometric profiles of IL13 protein production by hLECs after 24 h with the indicated stimulus. **(F)** Quantification of **(E)**. *P < 0.05. ***P < 0.001.

We next asked if these transcriptional differences were a result of direct stimulation of LECs by factors associated with the disease. Therefore, we asked if oxidized LDL (oxLDL) or palmitic acid (PA) affected the lymphatic branching and transcriptional profile of human LECs (hLECs) *in vitro* (Figure 5B). We used oxLDL as it accumulates in response to free radicals generated by inflammation, has been shown to affect other cell types such as macrophages and endothelial cells in atherosclerosis and is elevated in NASH (57–62). Further, oxLDL has a dramatic effect on macrophage activation, while LDL alone does not (63). We used PA as it is an important dietary fatty acid that is largely consumed in foods [reviewed in (64)]. We observed that when LECs were treated with vehicle (DMSO), PA or oxLDL and visualized at 4 and 24 h post-treatment that only the vehicle and PA treated LECs were able to maintain their branched structures over the 24-h period (Figures 5B,C). OxLDL treated LECs were able to form the branch structures, but by 24 h the structures had collapsed (Figures 5B,C). To determine if these dietary constituents were inducing transcriptional changes in the LECs we performed qRT-PCR on the hLECs and evaluated the transcript abundance of *IL13* (Figure 5D) because the IL13 pathway was upregulated in LECs from people with end stage NASH (Figure 5A) and IL13 has been shown to cause defects in lymphatic branching and inhibit *PROX1* expression (35). Interestingly, we found that *IL13* was upregulated only in LECs that were treated with oxLDL, but not PA (Figure 5D). Consistent with LEC structure collapse, oxLDL treatment resulted in the decreased expression of *PROX1* and the *PROX1*-dependent gene, *FLT4 (VEGFR3)* (Figure 5D). This is in contrast to PA which did not affect *PROX1* expression. We next asked if IL13 protein levels were increased after oxLDL, PA or interferon alpha. Interferon signaling is significantly increased in HCV while IL13 signaling is not. 

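Of a list of 27 genes induced by interferon, the 10 with at least 10 UMIs over the LEC sums were used, a minimum chosen after seeing the data. Their median log2 ratio of HCV to NASH in LECs was 0.17. This lies at the 89.5th percentile of 10000 random lists of like expression, 95% of which fell between −0.63 and 0.42. The median log2 ratio of HCV to non-diseased LECs was −0.31, at the 37.4th percentile. As means of log-normalized cells the medians were 0.70, at the 98.0th percentile and above the range of 95% of random lists, and 0.48, inside it. Random lists rose too, with medians of 0.24 and 0.37 in place of −0.16 and −0.23, so the change of sign is not particular to interferon genes. With the 18 genes that had at least 1 UMI, a choice also made after seeing the data, they were −0.09 and −0.48. The percentiles describe these libraries and are not a test of the disease.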

We found using flow cytometry that there is a significant increase in protein expression of IL13 in hLECs treated with oxLDL, but not PA or IFN (Figures 5E,F). These data demonstrate that oxLDL can induce transcriptional and functional changes in LECs *in vitro* that are similar to the signaling pathways we observed in patients with NASH. Thus, IL13 signaling in LECs from patients with NASH could be caused by increased levels of oxLDL in the liver.

### OxLDL Uniquely Induces IL13 Production by Liver LECs *in vivo*

Above we demonstrated that the IL13 signaling pathway is activated in LECs of people with NASH (Figure 3) and increased IL13 gene and protein expression *in vitro* when LECs were treated with oxLDL (Figures 5D–F). We next asked if LECs in the liver and LN of mice treated with oxLDL were able to produce IL13 protein *in vivo*. To answer this question, we intravenously injected C57BL/6 mice with fluorescently labeled, oxLDL or the interferon inducing toll like receptor agonist, polyI:C (as an inflammatory control that should not induce IL13). To determine if these stimuli resulted in the production of IL13 by liver and/or lymph node (LN) LECs we directly measured production of cytokines *in vivo* 6 days post-injection (Figure 6A). Using an *in vivo* Brefeldin A assay (25, 37, 65), we found that acute stimulation with oxLDL, but not polyI:C elicited the production of IL13 by liver LECs (Figure 6B). Interestingly, while the LECs in the skin draining LN were able to take up oxLDL, they did not produce IL13 (Figure 6). These findings were confirmed using Balb/c mice that have been engineered to express YFP under the control of the IL13 promoter (IL13-YFP) (Supplementary Figure 5). These findings support our conclusions that liver LECs directly respond to oxLDL by producing IL13 and that liver LECs have a unique functional response to dietary stimulation compared to lymph node LECs.

**Figure 6:**
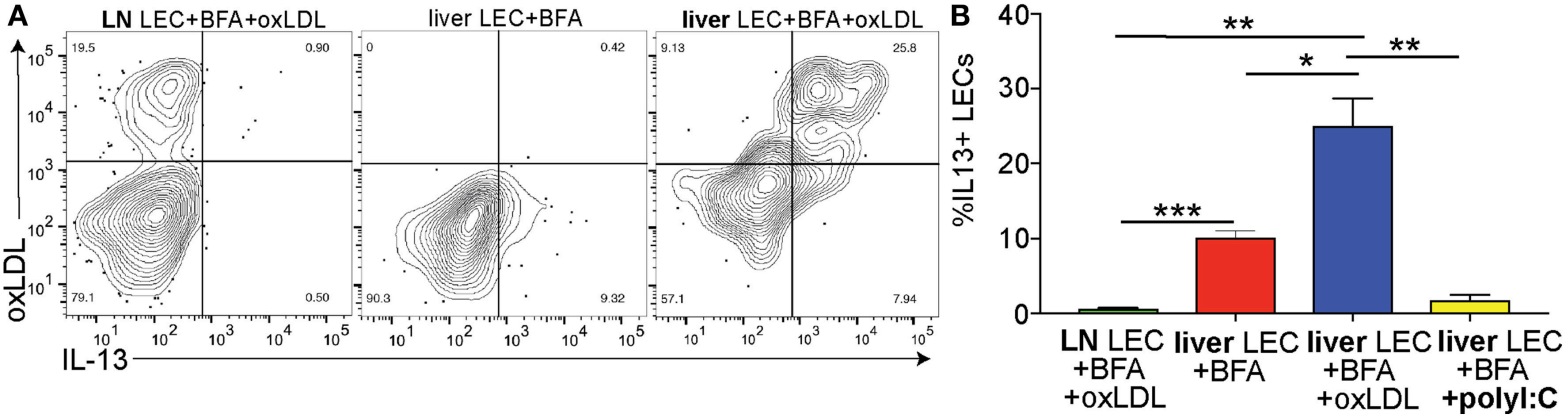
Cholesterol results in IL13 production by liver LECs *in vivo*. **(A)** Representative flow plots of cholesterol uptake and IL13 production by liver and lymph node LECs from Brefeldin A treated mice. LECs were gated as in 3A. **(B)** Quantification of A. *P < 0.05, **P < 0.01, ***P < 0.001.

## Discussion

The role of lymphatic vessels in normal and disrupted liver homeostasis has largely been ignored. Previous studies have demonstrated an increase in lymphatic vessel-like structures in the liver during chronic viral infection and in the setting of portal hypertension (29, 66). Others have proposed that the ascites associated with chronic liver disease may be a consequence of lymphatic dysfunction or increased lymphatic permeability (13). Furthermore, altered lymphatic function in sites peripheral to the liver has been documented in humans and animal models of obesity, infection, and hypercholesterolemia (18–20, 67). These findings seem to link liver function and lymphatic function, however even recent studies utilizing single cell RNA sequencing to evaluate liver cell populations or even specifically liver endothelial cell populations have failed to identify lymphatic endothelial cells (26, 27). This is likely due to the low frequency of lymphatic endothelial cells in normal human livers and the inability to maintain LEC viability or distinguish these populations for downstream transcriptional profiling. Thus, the precise identification of and transcriptional profile of liver lymphatic vessels in steady state and during chronic liver disease had yet to be achieved. In this study we aimed to understand the lymphatic system in the non-diseased human liver and in the setting of chronic liver disease.

We have previously developed methodology to evaluate liver LECs by flow cytometry (38). In this manuscript we demonstrate a strategy that utilized both flow cytometric sorting and single-cell mRNA sequencing to directly analyze the transcriptional profile of LECs from the liver during steady state and disease. As evident from our data (Figure 2B) our flow cytometric sorting strategy does not result in a pure population of LECs but rather an enrichment of these cells. However we do demonstrate that transcriptionally the markers *PDPN, PROX1, VEGFR3, CCL21*, and *LYVE-1*, when combined together, adequately label LECs and no other cell type in the liver expresses all of these markers. 

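At least 3 of the 5 genes *PDPN*, *PROX1*, *FLT4* (VEGFR3), *CCL21* and *LYVE1* had a UMI in 13 of 86 LECs (15.1%; 95% CI, 8.30 to 24.5) and in 1 of 72 PECs. No lymphocyte had 3 of them, and 0 of 447 allows a share of up to 0.671%. The same held for 0 of 136 monocytes, which allows up to 2.21%, and for 0 of 37 hepatocytes, which allows up to 8.11%. All 5 genes together had a UMI in 0 LECs, which allows up to 3.49%. At least 2 of the 5 had a UMI in 34.9% of LECs (24.9 to 45.9) and in 10.8% of hepatocytes (3.03 to 25.4), which held more UMIs per cell.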

We were intrigued to find that the expansion of the LEC population in the liver was a result of active cell cycle and cell division suggesting that these cells are actively responding to accommodate the inflammation associated with disease. This expansion of LECs was a direct consequence of the increased expression of pro-proliferative and anti-apoptotic gene expression in LECs in the setting of chronic liver disease. Furthermore, LECs in diseased livers maintained high expression of the chemokine CCL21 suggesting that lymphatic vessels and lymphatic endothelial cells in particular may play an active role in immune cell recruitment, trafficking or programing during chronic liver disease.

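In the edgeR test of diseased against non-diseased LECs, the log2 fold change of *CCL21* was −0.31 (SE 0.69, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher than in both non-diseased libraries in 0 of 2 diseased libraries. The log2 ratio of summed UMIs to the non-diseased sum was −0.57 (95% CI, −0.81 to −0.32) for NASH and −0.04 (−0.23 to 0.15) for HCV. Without Non-diseased 1 these were −0.04 and 0.48, and without Non-diseased 2 they were −1.25 and −0.73. The fitted log2 fold change became 0.43 without Non-diseased 1 and 0.00 without NASH, 0.24 with cells of at least 250 genes and 0.35 without a filter on low counts.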

When comparing different disease etiologies we found significant differences in the LEC transcriptional profile and pathways between NASH and HCV. Of the pathways that were differentially regulated we identified IL13 signaling as uniquely upregulated in LECs from individuals with end-stage NASH (Figure 5 and Supplementary Table 2). This pathway was interesting as IL13 has been identified as a pro-fibrogenic factor in the liver (52) as well as a factor involved in regulating lymphatic stability (35, 50). Indeed, our data points to a role for LECs in IL13 signaling through the direct stimulation of LECs with oxLDL. Our findings that IL13 is not produced by LECs either in livers from patients with HCV or in response to IFNα or polyI:C suggests that IL13 is not generally produced during inflammation. Instead, these findings suggest that IL13 production by LECs is a result of increased cholesterol, specifically oxLDL, found in the liver of patients with NASH. From these findings it is difficult to determine if release of IL13 from LECs results in either autocrine or paracrine signaling. However, our *in vitro* findings suggest that when IL13 is present, either by adding exogenous IL13 (35) or by inducing IL13 production by oxLDL, that LECs receive a signal to reduce *PROX1* expression. Loss of *PROX1* expression likely results in the decreased ability of LECs to maintain branched structures *in vitro*. Thus, we predict that while LECs receive signals to divide in order to accommodate the increased inflammation in the liver during disease, that in NASH the vessels become unstable and perhaps more permeable. These findings are intriguing as ascites is associated with chronic liver disease and may be due to increased permeability of the liver lymphatics (13). This is an important consideration when evaluating treatment options for patients with NASH compared to patients with HCV especially as NASH associated CLD is on the rise. Future studies will address whether IL13 production by LECs impacts liver specific cells such as hepatic stellate cells or is important for autocrine signaling within the LECs.

## Ethics Statement

All patients provided written and informed consent and the study was approved by the institutional review boards at the University of Colorado—Anschutz.

## Author Contributions

BT and MB designed and executed experiments, analyzed results, and drafted the manuscript. JF performed experiments, analyzed the data, and critically reviewed the manuscript. AG, KR, RF, and JH designed experiments, analyzed single cell mRNA sequencing data and critically reviewed the manuscript. MK provided samples, designed experiments, and critically reviewed the manuscript. RS analyzed immunofluorescence data and critically reviewed the manuscript. HR provided samples and insightful discussion.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CLD: chronic liver disease
LEC: lymphatic endothelial cell
PEC: portal endothelial cell
HBV: hepatitis B virus
HCV: hepatitis C virus
PBC: primary biliary cirrhosis
NASH: non-alcoholic steatohepatitis
ALD: alcoholic liver disease
AIH: autoimmune hepatitis
PSC: primary sclerosing cholangitis
PDPN: podoplanin
IL13: Interleukin 13
MELD: model for end-stage liver disease.

# Supplementary material for: Chronic Liver Disease in Humans Causes Expansion and Differentiation of Liver Lymphatic Endothelial Cells
**Source:** Front Immunol. 2019 May 15;10:1036. doi: 10.3389/fimmu.2019.01036
**Supplement:** Supplementary file 1

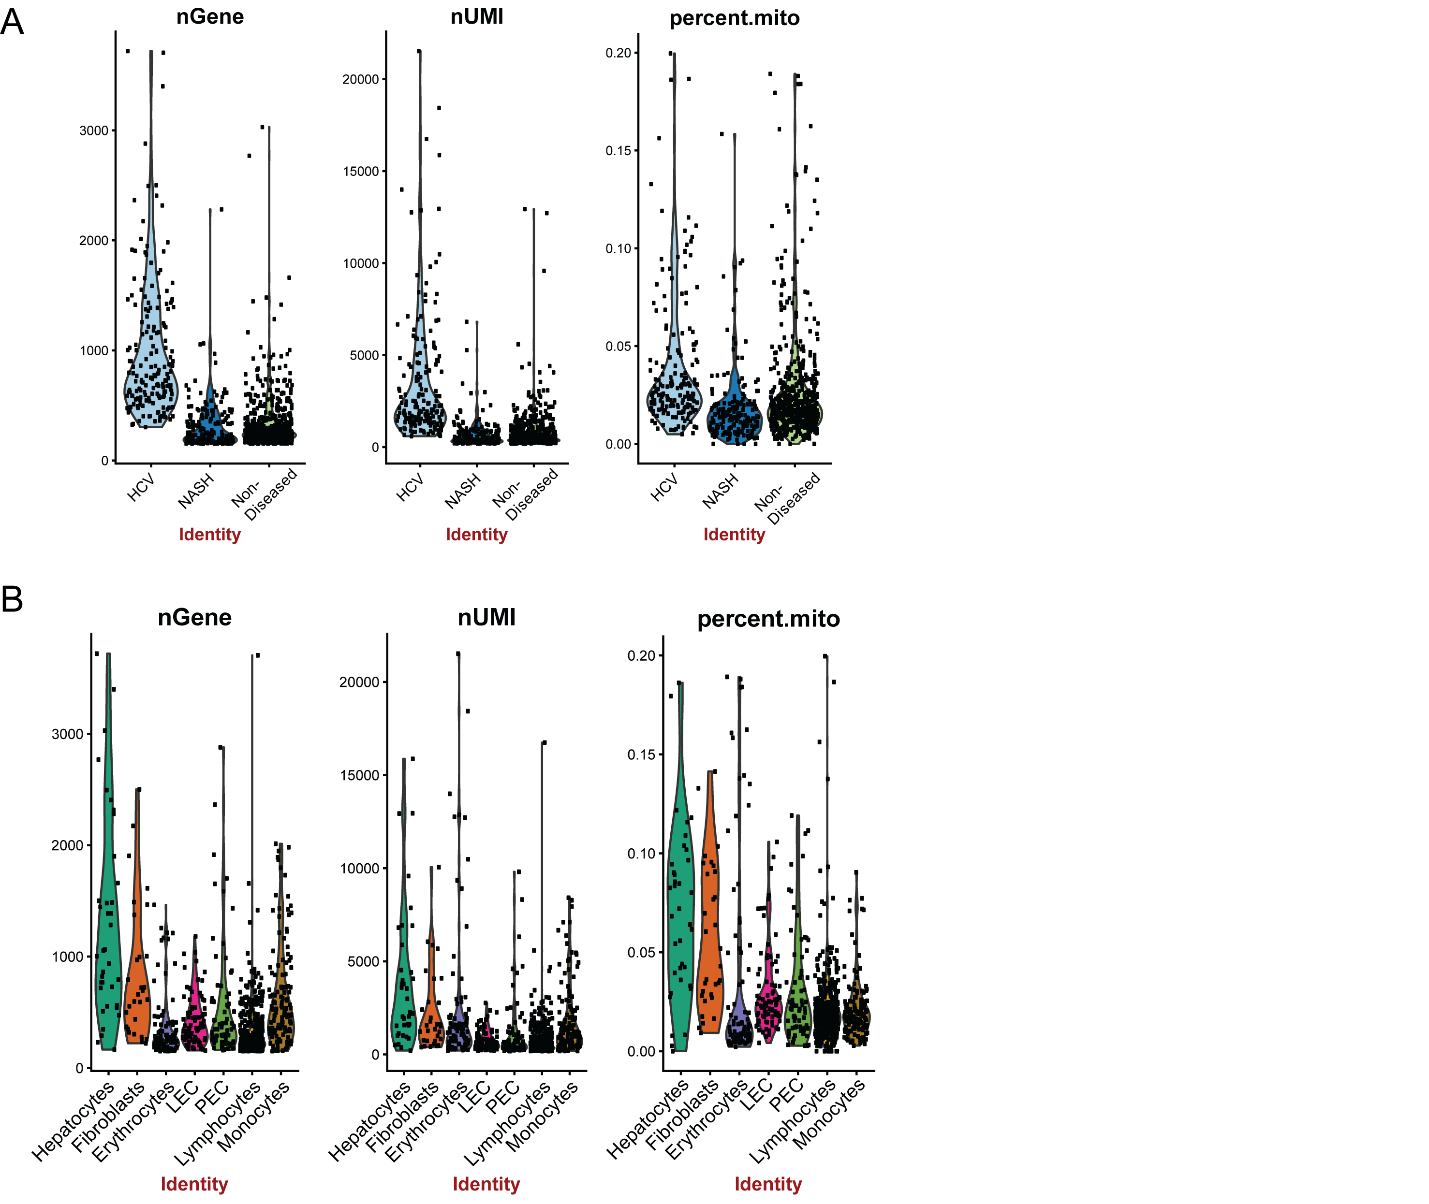

**Supplementary Figure 1.** Quality control data for single cell mRNA sequencing. Number of genes (nGene), unique molecular identifiers (nUMI) and percent mitochondrial transcripts (percent.mito) after data processing based on sample **(A)** and cell cluster **(B)**.

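A median of 356.5 genes was detected in LECs, 354 in PECs, 238 in lymphocytes and 244.5 in erythrocytes. The median was 473.5 in monocytes, 637 in fibroblasts and 1014 in hepatocytes. By library, it was 309 in Non-diseased 1, 247 in Non-diseased 2, 230 in NASH and 770 in HCV. The median share of mitochondrial UMIs was 2.17% in Non-diseased 1, 1.72% in Non-diseased 2, 1.35% in NASH and 2.56% in HCV. The deposited table gives this share as a fraction of the cell's UMIs.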

**
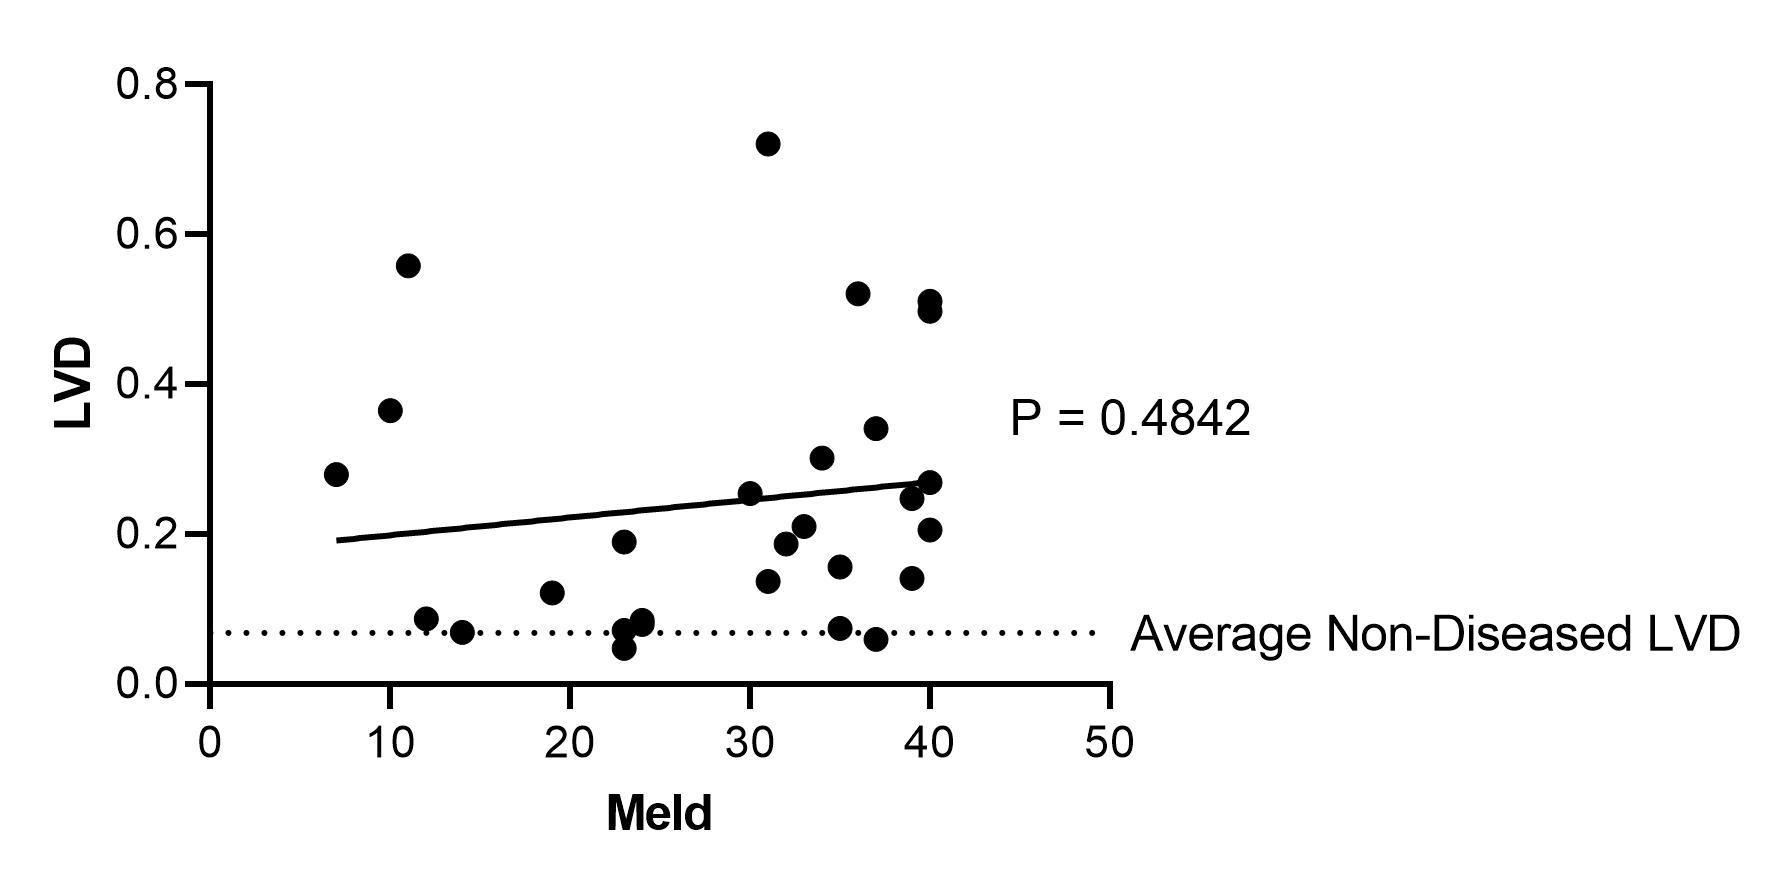
Supplementary Figure 2.** Meld score does not predict Lymphatic vessel density in the liver. All patients with chronic liver disease were plotted for MELD score and LVD. Linear regression analysis resulted in a p value of 0.4842. Multiple linear regression analysis that included BMI, Age, Race and disease etiology did not detect a significant correlation with LVD.

**
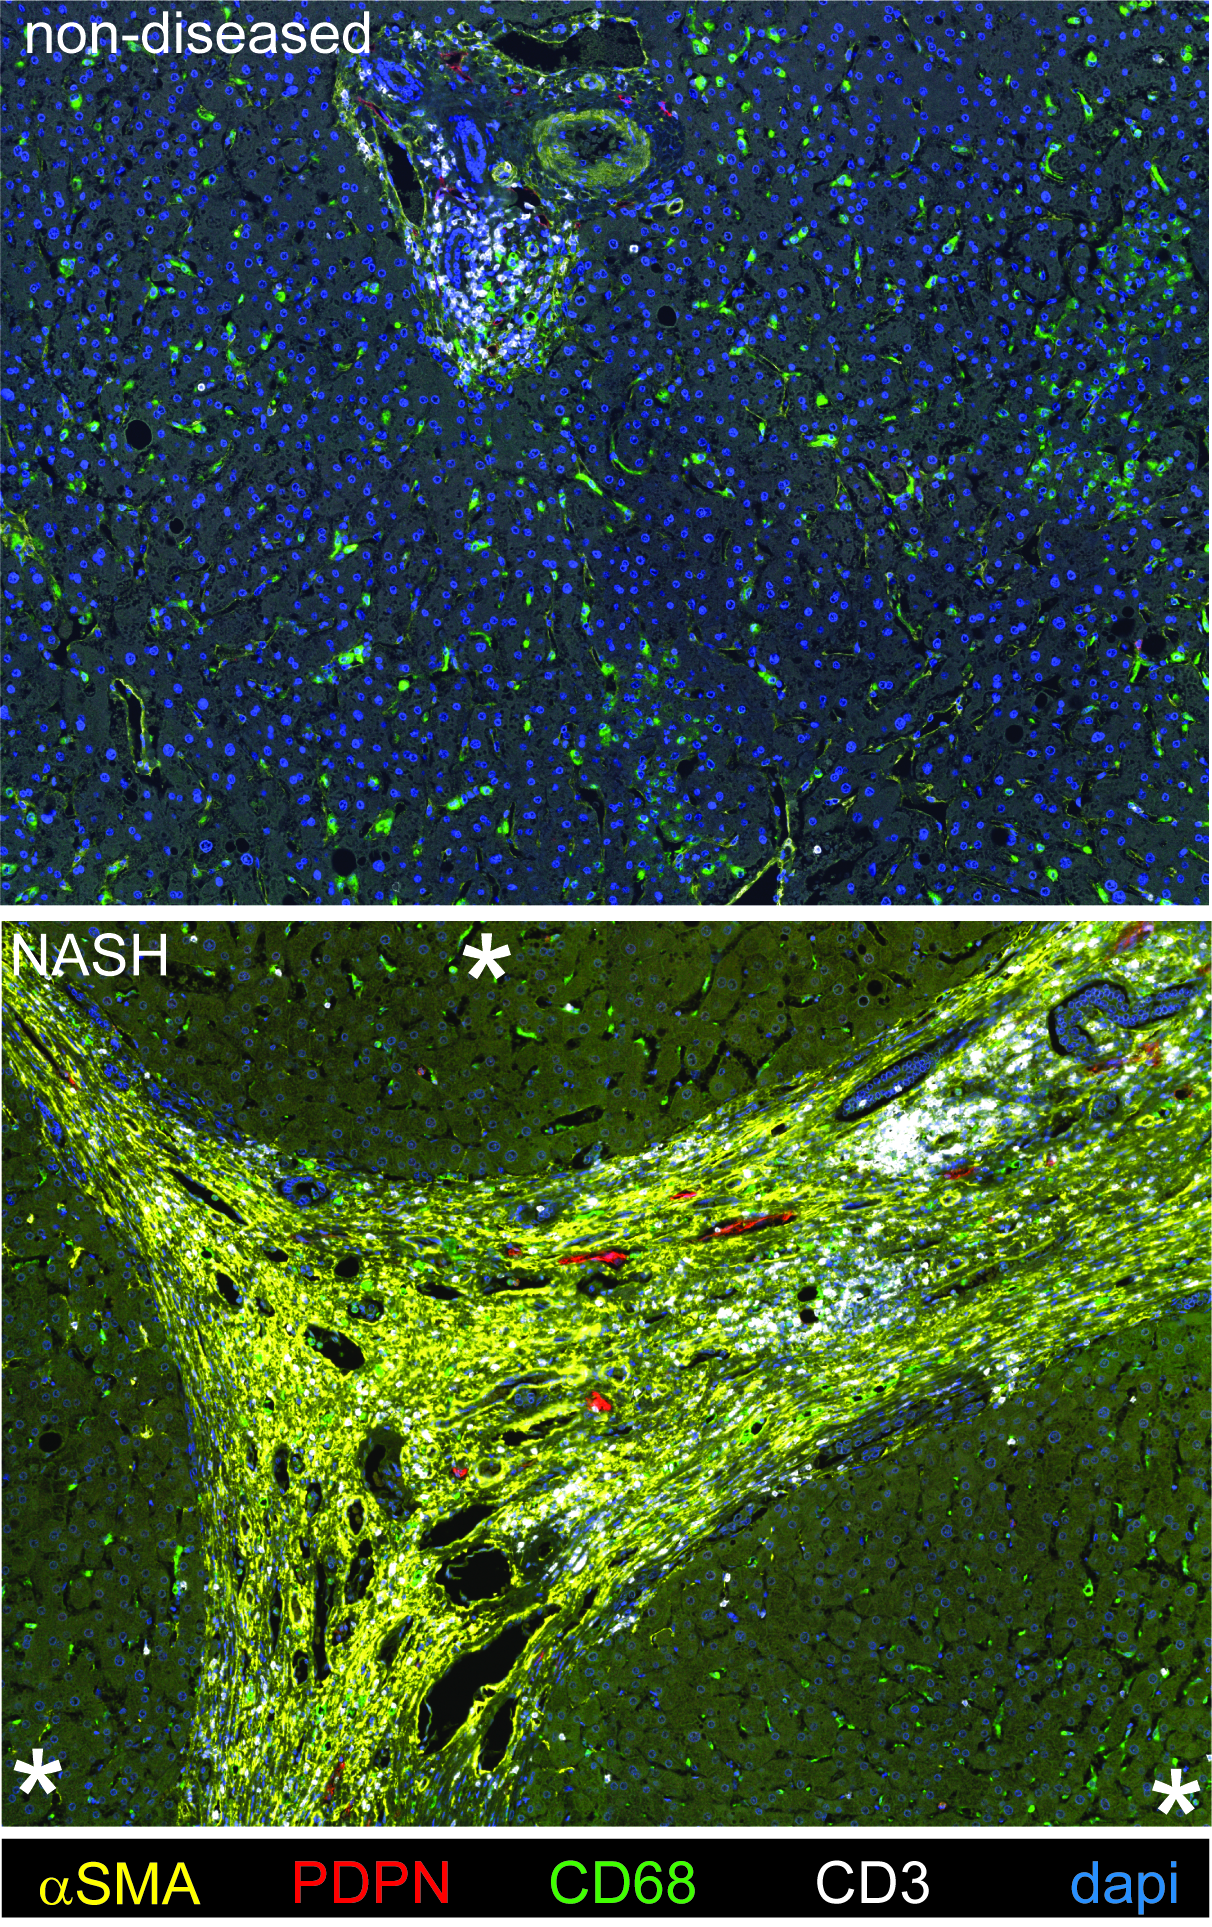
**

**Supplementary Figure 3.** Lymphatic proliferation occurs in the fibrotic areas of diseased livers. **(A)** Representative images of lymphatic vessels (Red), SMA (Yellow), Dapi (Blue) and CD68 (Green) and CD3 (White) from a non-diseased or a liver of a patient with NASH induced cirrhosis. * = regenerative nodules

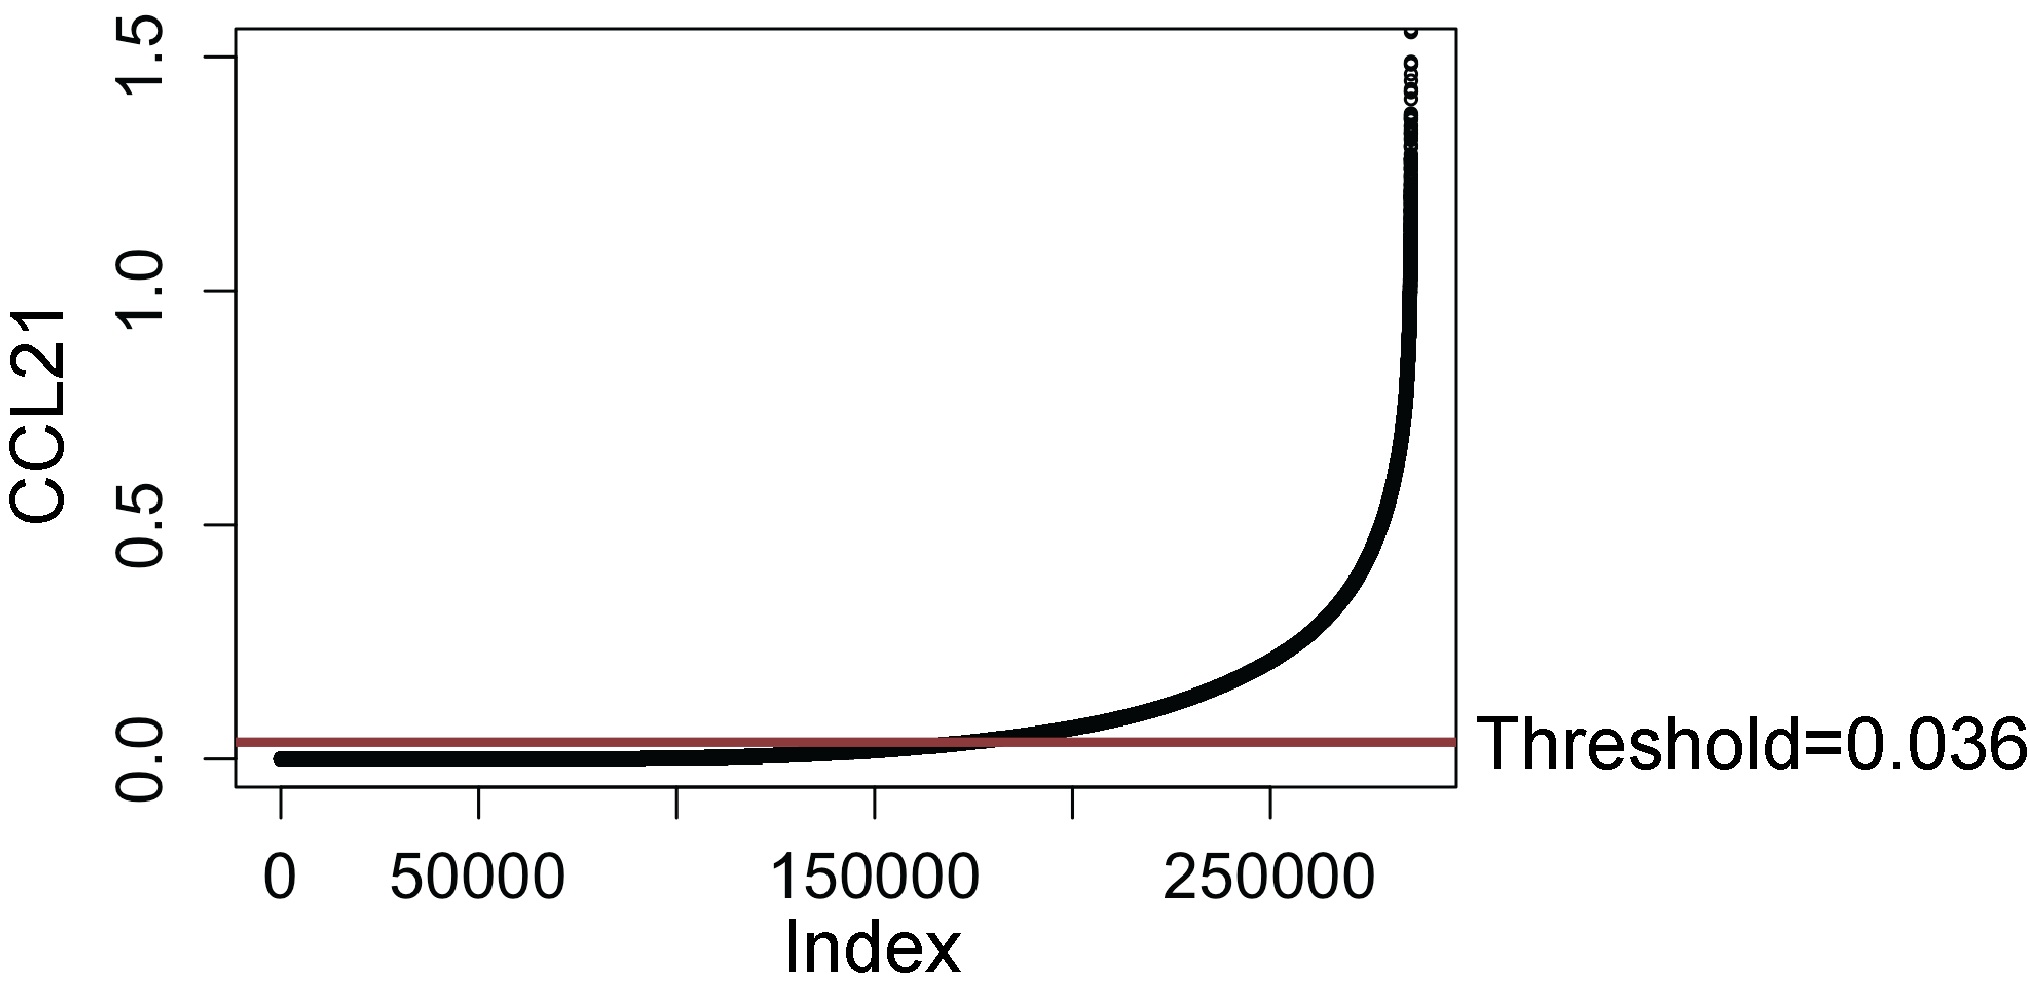

**Supplementary Figure 4.** Total values of CCL21 observed. The red line is the threshold of 0.036 to which we chose as a cut off for classifying a cell as CCL21^hi^.

**
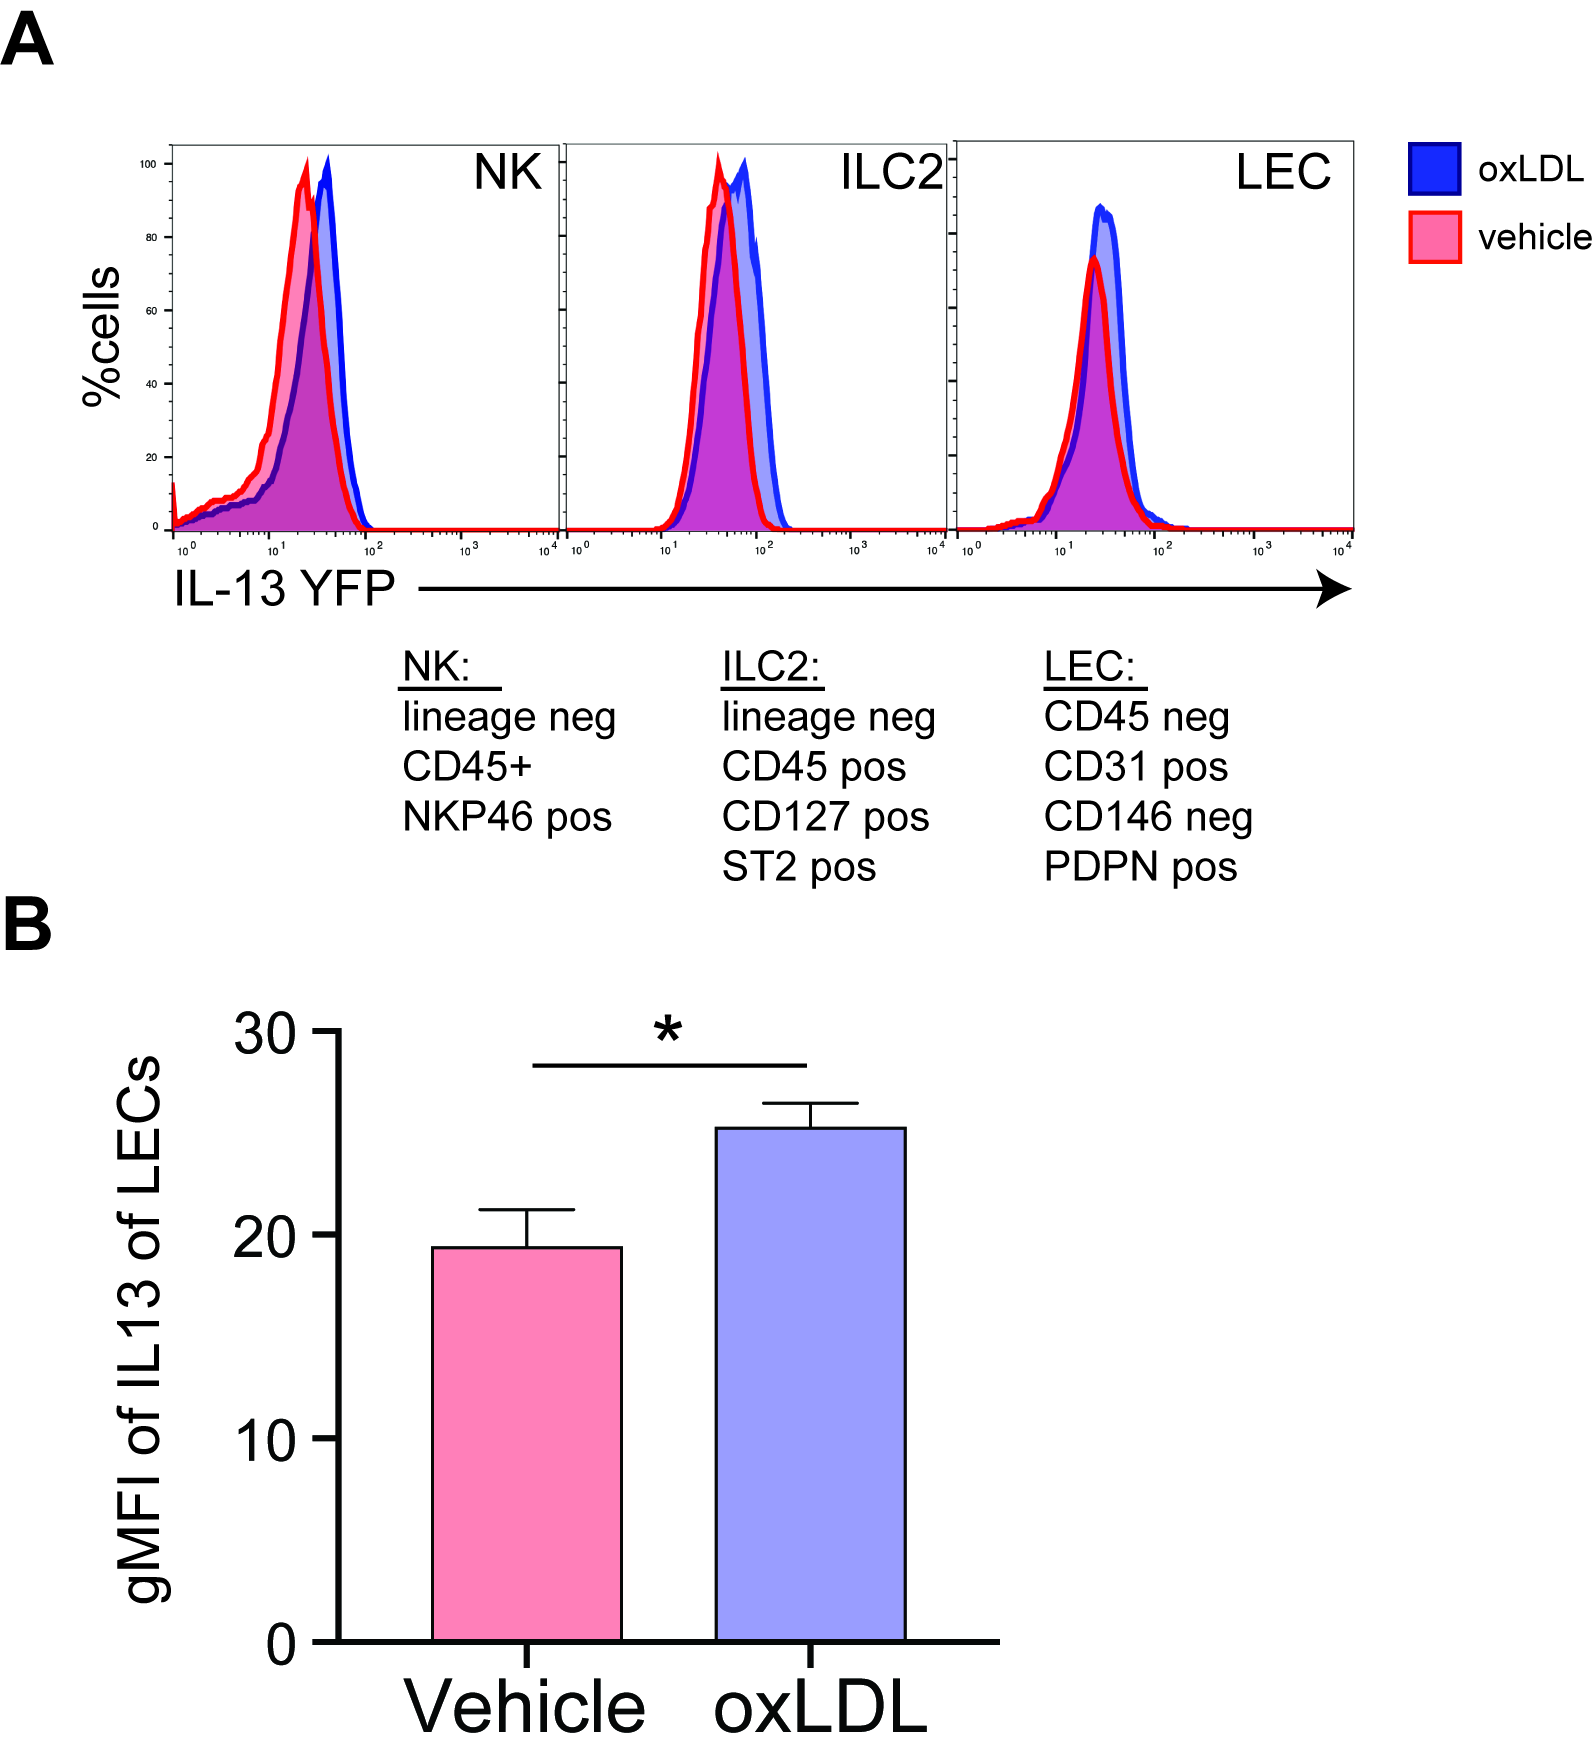
**

**Supplementary Figure 5.** Ox-LDL injection induces the expression of IL13 by LECs, NK and ILC 2 cells. **(A)** IL13-YFP (C.129S4(B6)-*IL13^tm1(YFP/creLky^*/J) were injected with 85μg of oxidized LDL. Representative flow cytometric plots of YFP expression of indicated cell types in the liver in response to vehicle (red histogram) or Ox-LDL (blue histogram) stimulation. **(B)** Quantification of geometric mean fluorescence intensity (gMFI) of YFP (IL13) in LECs. N = 3 for Vehicle (Red) and N = 6 for Ox-LDL (blue). * = P < 0.05

**Supplementary Table 1.** Demographics of patients used to determine LVD.

| **Categories** | **Diseases or Functions Annotation** | **p-Value** | **Predicted Activation State** | **Activation z-score** | **# Molecules** |
| --- | --- | --- | --- | --- | --- |
| Free Radical Scavenging | Production of superoxide | 0.0000116 | Increased | 2.425 | 6 |
| Free Radical Scavenging | Production of reactive oxygen species | 0.00118 | Increased | 2.407 | 7 |
| Free Radical Scavenging | Metabolism of reactive oxygen species | 0.00254 |  | 1.924 | 8 |
| Cell Signaling,Post-Translational Modification | Tyrosine phosphorylation of protein | 0.00116 |  | 1.413 | 5 |
| Cellular Movement | Cell movement of blood cells | 0.00313 |  | 1.193 | 11 |
| Protein Synthesis | Translation of protein | 4.36E-35 |  | 1.091 | 34 |
| Protein Degradation,Protein Synthesis | Catabolism of protein | 0.00795 |  | 1 | 10 |
| Cellular Movement | Migration of prostate cancer cell lines | 0.00314 |  | -1.091 | 5 |
| Cardiovascular System Development and Function,Cell-To-Cell Signaling and Interaction | Adhesion of endothelial cells | 0.00323 |  | -1.091 | 5 |
| Cardiovascular System Development and Function,Cell-To-Cell Signaling and Interaction | Adhesion of vascular endothelial cells | 0.00638 |  | -1.091 | 4 |
| Cell Death and Survival | Cell death of neuroblastoma cell lines | 0.000337 |  | -1.355 | 7 |
| Cell Death and Survival | Necrosis | 0.00038 |  | -1.44 | 35 |
| Cell Death and Survival | Cell death of tumor cell lines | 0.000466 |  | -1.531 | 30 |
| Infectious Diseases | Replication of RNA virus | 0.000167 |  | -1.532 | 13 |
| Cell-To-Cell Signaling and Interaction | Adhesion of tumor cell lines | 0.0066 |  | -1.558 | 8 |
| Infectious Diseases | Replication of virus | 0.0000893 |  | -1.612 | 14 |
| Cell-To-Cell Signaling and Interaction | Adhesion of leukemia cell lines | 0.00728 |  | -1.981 | 4 |
| Cell Death and Survival | Apoptosis of tumor cell lines | 0.0015 | Decreased | -2.045 | 24 |
| Cell Death and Survival | Apoptosis | 0.000041 | Decreased | -2.264 | 36 |

**Supplementary Table 2.** Table of disease functions differentially regulated between LECs from Diseased or non-diseased livers. Activated pathways are increased in diseased LECs while inhibited pathways are increased in non-diseased LECs.

| **Upstream Regulator** | **Predicted Activation State** | **Activation z-score** | **p-value of overlap** | **Target molecules in dataset** |
| --- | --- | --- | --- | --- |
| DAP3 | Activated | 2.236 | 2.36E-08 | MT-CO1,MT-CO2,MT-ND2,MT-ND3,MT-ND4L |
| TNF | Activated | 2.213 | 0.264 | DUSP1,KLF6,MT-CO2,RPS13,SOX4 |
| Jnk | Activated | 2 | 0.00409 | APP,DUSP1,KLF6,ZFP36 |
| ALKBH1 | Activated | 2 | 0.000000185 | MT-CO1,MT-CO2,MT-ND2,MT-ND4L |
| NSUN3 | Activated | 2 | 0.000000185 | MT-CO1,MT-CO2,MT-ND2,MT-ND4L |
| MAPK1 | Activated | 2 | 0.0429 | DUSP1,HBA1/HBA2,HBB,HLA-C |
| ERBB2 | Activated | 2 | 0.0614 | CDC42,ID1,JUNB,SOX4,TUBA1A |
| TGFB1 |  | 1.934 | 0.108 | ID1,JUNB,SOX4,TUBA1A,ZFP36 |
| PDGF BB |  | 1.65 | 0.0000209 | CCNL1,DUSP1,IER2,JUNB,KLF6,ZFP36 |
| HSP90B1 |  | -1.342 | 0.00000236 | CDC42,RAB13,RPL27A,RPS20,SNX3 |
| CST5 |  | -1.633 | 0.0158 | EEF1D,HNRNPH1,NR2F1,PRDX1,S100A11,SOX4 |
| TCR |  | -1.715 | 9.85E-08 | MAF,RPL17,RPL18A,RPL3,RPL4,RPL9,RPS13,RPS2,RPS23,RPS3,RPS4X,RPSA |

**Supplementary Table 3.** Table of activated or inhibited upstream regulators differentially regulated between LECs from Diseased or non-diseased livers. Activated pathways are increased in diseased LECs relative to non-diseased LECs.

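Each entry of Supplementary Table 3 names a regulator, a z-score, the genes among those compared that IPA counts as its targets and, for part of the entries, a predicted state. The prediction reads the direction in which these targets differ between diseased and non-diseased LECs. It therefore rests on the genes that entered the software, and regulators that share targets are not independent of each other. The targets listed for TNF and Jnk share *DUSP1* and *KLF6*.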

| **Upstream Regulator** | **Molecule Type** | **Predicted Activation State** | **Activation z-score** | **p-value of overlap** | **Target molecules in dataset** |
| --- | --- | --- | --- | --- | --- |
| HSF1 | transcription regulator | Activated | 2.333 | 0.0000056 | CBX3,HNRNPA3,HSP90AA1,HSP90AB1,HSPA1A/HSPA1B,HSPH1,RPL22,ST13,TRA2B,UBB |
| LONP1 | peptidase | Activated | 2 | 0.000000805 | ATP5IF1,HNRNPA2B1,MT-ATP6,MT-CO2,MT-CYB,NDUFA11,S100A11,SMDT1,SOD1 |
| WISP2 | growth factor | Activated | 1.982 | 0.00307 | IGFBP7,JUN,KLF4,TFF3 |
| TP63 | transcription regulator | Activated | 1.964 | 0.0674 | CDC42,GAPDH,HES1,ID3,IGFBP7,KLF6,KRT10 |
| CLDN7 | other | Activated | 1.726 | 0.0000197 | ATP5MC1,HLA-B,IFI6,IGFBP7,LAMTOR1,MT1X,MT2A,NNMT,RPS7,SYTL2 |
| Hdac | group | Activated | 1.49 | 0.00206 | ATF3,GADD45B,JUN,KLF6,TXNIP |
| IL13 | cytokine | Activated | 1.422 | 0.024 | ATF3,CD36,FABP4,FKBP1A,MAF,MT1X,TFF3 |
| MAPK9 | kinase | Activated | 1.177 | 1.35E-08 | CAV1,GADD45B,GAPDH,HMGN2,IER2,JUNB,LMNA,LUC7L3,PPP1R15A,SEM1 |
| HIF1A | transcription regulator | Activated | 1.156 | 0.00057 | ALDOA,CAV1,CD36,GADD45B,GAPDH,GJA1,LGALS1,MIF,NPM1,NUCKS1,TCF4 |
| P38 MAPK | group | Activated | 1.118 | 0.0101 | ATF3,CD36,FABP4,JUN,MIF,RBP1,TIMP1 |
| GAPDH | enzyme | Activated | 1.114 | 0.00146 | DUSP1,GAPDH,IFI6,IFITM2 |
| Jnk | group | Inhibited | -1.046 | 0.0000101 | APP,DUSP1,GJA1,HSPA5,JUN,JUND,KLF6,TIMP1,ZFP36 |
| STAT1 | transcription regulator | Inhibited | -1.091 | 0.0317 | HLA-E,IFI6,KLF4,LY96,PSMB9 |
| TGFB1 | growth factor | Inhibited | -1.108 | 0.0193 | ALB,CD59,CRIP2,JUN,JUNB,JUND,RHOB,SOX4,TIMP1,TUBA1A,ZFP36 |
| FOXO3 | transcription regulator | Inhibited | -1.185 | 0.0019 | GADD45B,GPX1,SOD1,TXNIP,YBX1 |
| PAF1 | other | Inhibited | -1.342 | 0.000871 | ARL4A,IFITM3,KLF4,NFKBIZ,ZFP36 |
| KDM5B | transcription regulator | Inhibited | -1.342 | 0.0224 | CAV1,EIF5B,FABP5,MT1X,SAT1 |
| MAP2K1 | kinase | Inhibited | -1.432 | 0.000371 | ATF3,DUSP1,HSPA5,JUN,JUND |
| TP73 | transcription regulator | Inhibited | -1.452 | 0.0413 | HES1,HSPA1A/HSPA1B,KRT10,PNRC1,SAT1,YWHAB |
| TNF | cytokine | Inhibited | -1.714 | 0.00309 | CD59,DUSP1,HLA-B,JUN,KLF6,MT-CO2,MT-CO3,MT-CYB,PPP1R15A,PSMB9,RHOB,SAT1,SELENOP,SOX4,TIMP1,TM4SF1 |
| CDK4/6 | group | Inhibited | -1.89 | 0.0000884 | C11orf58,KRT10,MARCKS,RPL10,RPS6,SEC61B,TUBA1B |
| CCND1 | transcription regulator | Inhibited | -1.89 | 0.00205 | ATP6V0E1,C11orf58,DONSON,KRT10,MARCKS,RPL10,RPS6,SEC61B,SERF2,TUBA1B |
| ERBB2 | kinase | Inhibited | -1.89 | 0.0829 | CD59,CDC37,CDC42,HES1,JUN,JUNB,SOX4,TUBA1A |
| CEBPA | transcription regulator | Inhibited | -1.915 | 0.000845 | A2M,ALB,GJA1,HLA-B,IFI6,LGALS1,MMRN1,MT2A |
| ERK | group | Inhibited | -1.969 | 0.0749 | DUSP1,JUN,JUNB,ZFP36 |
| ALKBH1 | enzyme | Inhibited | -2 | 0.00000382 | MT-ATP6,MT-CO2,MT-CYB,MT-ND2 |
| NSUN3 | enzyme | Inhibited | -2 | 0.00000382 | MT-ATP6,MT-CO2,MT-CYB,MT-ND2 |
| IFNG | cytokine | Inhibited | -2.204 | 0.0644 | ATF3,HLA-B,HSPA1A/HSPA1B,IFI6,JUNB,KLF6,PSMB9,ST13,TXNIP |
| NUPR1 | transcription regulator | Inhibited | -2.53 | 0.245 | ATF3,CD63,HNRNPA2B1,KLF4,KLF6,MT1X,NUCKS1,PPP1R15A,SAT1,SYTL2 |
| DAP3 | other | Inhibited | -2.646 | 3.25E-10 | MT-ATP6,MT-CO2,MT-CO3,MT-CYB,MT-ND1,MT-ND2,MT-ND3 |
| PDGF BB | complex | Inhibited | -2.719 | 2.89E-08 | ATF3,CCNL1,DUSP1,IER2,JUN,JUNB,KLF6,LMNA,PPP1R15A,RHOB,ZFP36 |
| GPER1 | g-protein coupled receptor | Inhibited | -3.162 | 8.71E-10 | ATF3,CEBPD,DDIT4,DUSP1,IER2,JUN,MT1X,MT2A,PPP1R15A,ZFP36 |

**Supplementary Table 4.** Table of activated or inhibited upstream pathways in NASH compared to HCV. Activated pathways are increased in NASH while inhibited pathways are activated in HCV.

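Supplementary Table 4 compares the diseases with each other, so the state of a regulator there is that of NASH relative to HCV and says nothing about non-diseased livers. Jnk and TNF are given as inhibited in this table and as activated in Supplementary Table 3. In the libraries used here, *DUSP1*, a target of both, had 18 UMIs in NASH LECs and 96 in HCV LECs, a log2 ratio of NASH to HCV of −1.43 (95% CI, −2.28 to −0.73).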

How the deposited data were processed for this re-analysis (not part of the article)

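The data are single cell mRNA libraries of cells sorted from human livers, 2 from non-diseased livers, 1 from livers with NASH and 1 from livers with HCV. The diseased cells came from livers removed at transplantation, and the non-diseased cells were bought from a company. Each library pools cells of several donors. The imaging, flow cytometry, cell culture and mouse experiments of the paper are not analysed here.

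The authors made the count table with the 10x Genomics Cell Ranger suite, which aligned the reads, assigned them to genes and removed PCR duplicates by UMI. The deposited counts are whole numbers of UMIs per gene and cell and are not normalized. The version of Cell Ranger, the genome build and the annotation are not given in the sources used here. The authors removed cells with few detected genes or with many mitochondrial UMIs. By which rule the 11302 genes of the table were kept is not given in the sources used here, and 55 of them have a UMI in fewer than 3 cells. A cell's UMIs in the table were a median of 99.2% of the total that the authors give for it, with a lowest value of 94.2%. In a second table the authors deposited each cell's library, total counts, number of genes, cluster and cell cycle phase, and the mitochondrial UMIs as a fraction of the cell's UMIs. The clusters and phases were made by the authors with Seurat and scran. They set which cells count as LECs or PECs in every value reported here, and no clustering was done again. No barcode was shared by the 2 non-diseased libraries.

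Counts were summed over the cells of each library and cell type with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The LEC sums held 6193 UMIs in Non-diseased 1, 12306 in Non-diseased 2, 16341 in NASH and 31596 in HCV. The PEC sums held 12933, 15594, 5700 and 54095 UMIs in the same order. At these depths, a count of 0, taken to allow 3 counts, leaves room for many of the weaker genes. Intervals were computed at the 95% level with scipy 1.17.1, by the Clopper-Pearson method for shares and by exact Poisson limits for counts, and they cover counting error only. Log2 ratios between sums had a pseudocount of 0.5 UMIs.

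Comparisons with 2 or more libraries on each side used edgeR 4.0.16 in R 4.3.3 on the summed counts, with its filter on low counts, TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment to a false discovery rate of 0.05. LECs were compared with PECs in the 2 non-diseased libraries and in all 4 libraries, diseased with non-diseased LECs, and the difference between LECs and PECs between diseased and non-diseased libraries through the interaction. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 was the other tool. NASH and HCV, with 1 library each, were compared without a test. The LEC and PEC sums of a library come from the same cell suspension, so they form pairs. Their deviations from the mean of their cell type, on the log scale, correlated across 410 genes at 0.362 in Non-diseased 1, 0.266 in Non-diseased 2, 0.0395 in NASH and 0.504 in HCV, and a fit with the library as a block was an alternative.

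The edgeR and DESeq2 steps were tested on simulated data drawn from the means and sizes of the real sums, with 200 genes changed by up to 8-fold. The changed genes were drawn among those with at least 20 UMIs, and every gene had the same dispersion. The shares called may therefore be higher than in real counts. The edgeR test called 54 of the 130 changed genes it covered for LECs against PECs in non-diseased libraries and 65 of 78 in all 4 libraries. It called 81 of 125 for diseased against non-diseased LECs and 2 of 76 for the interaction, where DESeq2 called 5. Among unchanged genes of these simulations, edgeR called 3, 3, 7 and 0 in the same order, and DESeq2 called 0, 5, 4 and 0. With no gene changed at all, both tools called 0 genes in each comparison.

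Cell cycle phases were scored with the lists of Seurat 5.3.0 on log-normalized counts of all cells. Each cell was also thinned to 300 or 500 UMIs in 20 draws, leaving out cells with fewer. Seurat's score stopped on thinned cells, so these were scored by a version that breaks ties between genes of equal mean at random. On cells with all UMIs it gave the call of Seurat in 840 of 901 cells (93.2%). Lists with no relation to the cell cycle were drawn 500 times. For the proliferation, interferon and immediate early lists, UMIs or log2 ratios in LECs were set beside their counting intervals or beside 10000 random lists matched on mean expression, each drawn among the 50 genes nearest to the list gene.

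The comparisons, tests, lists and alternatives were chosen before the data were examined, except where the text says otherwise. The genes named are those that the results text, Tables 1 and 2 and Figures 3C, 3D and 5A of the paper name, the targets of TNF and Jnk in Supplementary Table 3 and of IL13 in Supplementary Table 4, and the lists above. The paper's values for these had been seen. Also named are, for each edgeR comparison, up to 5 genes in each direction with the largest log2 fold change among those past the threshold that changed the same way in every library, and, for NASH against HCV, up to 5 in each direction with the largest log2 ratio among genes with at least 20 UMIs over both LEC sums.

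The alternatives were DESeq2, library totals without TMM, no filter on low counts, cells with at least 250 genes, sums thinned to the smallest, the library as a block, and leaving out each library in turn. For shares they were a rule of at least 2 UMIs and thinned cells, and for ratios the mean of log-normalized cells and a pseudocount of 1. Ratios of single genes between NASH and HCV were also taken without the cell that held most of the gene's UMIs in each group, and for the genes of Table 2 and those with the largest ratios also over sums without mitochondrial, immunoglobulin and haemoglobin genes. For phases they were Seurat's updated lists, other random seeds and thinned cells. Gene positions are from GENCODE release 29 on GRCh38. No doublet detection was run, and RNA free in the suspension was not removed.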

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

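The test across other cell types in the paragraph that follows, and the ratio without 1 NASH cell alone, were chosen only after the result was seen.

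*BCYRN1*, which the paper does not discuss, had 2081 UMIs per 1000000 in NASH LECs, with a counting interval above the level in both non-diseased libraries. It was singled out as a signal in a gene outside those that the paper reports on. Its level was 0 UMIs per 1000000 in the LECs of Non-diseased 1, 406 in Non-diseased 2 and 94.9 in HCV. If the whole NASH library were the source, other cell types would show it as well, but 0 of 6 other cell types had *BCYRN1* higher in NASH than in every other library. In PECs the highest level was in Non-diseased 2, at 1860 UMIs per 1000000, against 175 in NASH. A candidate explanation is a few cells, since the 2 cells with the most hold 100% of its UMIs in NASH LECs, and 33 of the 34 UMIs lay in 1 cell. Without that cell alone, the log2 ratio of NASH to HCV went from 4.25 to −0.22. Without the highest cell of each library it was 2.53, and as the mean of log-normalized cells it was 0.30. The gene derives from Alu repeats, which other transcripts carry, and whether reads were shared was not tested. An effect of NASH on LECs stays open and was not tested beyond this 1 library.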

How the results depend on the processing

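The alternatives chosen only after the results were seen were 3, a term for pairs of libraries in the test of diseased against non-diseased LECs, the interferon list with every gene of at least 1 UMI, and ratios of NASH to HCV without the highest cell of the library with the higher level alone.

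Several alternatives moved the number of genes past a false discovery rate of 0.05. DESeq2 called 6 genes for LECs against PECs in non-diseased libraries, where edgeR called 2, 10 in all 4 libraries, where edgeR called 5, and 1 for diseased against non-diseased LECs, where edgeR called 0. With no filter on low counts, edgeR called 8, 114 and 14 genes in these comparisons, among 6589, 8943 and 6476 genes tested in place of 196, 192 and 217. Cells with at least 250 genes gave 1 gene in non-diseased libraries and 8 in all 4. With the library as a block, which uses the pairing of LECs and PECs, the counts were 1 and 33, and the block changed no other count. Leaving out each library in turn gave 4 to 7 genes in all 4 libraries, of which 4 or 5 were among the 5. For diseased against non-diseased LECs it gave 0 to 4, with 4 without Non-diseased 2, 3 without NASH, 1 without HCV and 0 without Non-diseased 1. A lone library was then assumed to vary like the others. Beyond the number of genes tested, the cause was not tested. Library totals without TMM and sums thinned to the smallest kept each count within 1.5 times. The term for pairs of libraries left the count for diseased LECs at 0, with 13 genes at an unadjusted p below 0.05. For the interaction, each of the 10 alternatives gave 0 genes by edgeR or DESeq2, with 1 to 21 at an unadjusted p below 0.05. Leaving out a library from the non-diseased comparison left no residual degrees of freedom, so it gave no value.

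For 19 results of single genes in these tests, 154 alternatives were computed. The direction and the side of the threshold held in 134, 9 moved past the threshold, 6 fell short of it and 5 reversed. *CCL21* passed for LECs against PECs under every alternative run. *TFF3* did not pass in non-diseased libraries with cells of at least 250 genes or with the block. In all 4 libraries, *S100A10* did not pass without a filter, with thinned sums or without NASH, and *IFI27* did not pass without Non-diseased 2. For diseased against non-diseased LECs, the fitted log2 fold change of *CCL21* reversed to 0.24 with cells of at least 250 genes and to 0.35 without a filter. With each library left out it ran from −0.69 without Non-diseased 2 to 0.43 without Non-diseased 1, and it was 0.00 without NASH. *RPS13* reversed to 0.14 without a filter. The cause was not tested. *MTRNR2L12* passed by DESeq2, without a filter, without NASH and without Non-diseased 2.

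Shares of LECs with a UMI depend on depth and on the rule. Thinned to 300 UMIs per cell, the share was 4.47% for *PROX1* and 9.28% for *FLT4*, and at 500 UMIs it was 13.6% for *FLT4*. At least 2 UMIs were found in 1.16% of LECs for *PROX1*, 2.33% for *PDPN* and 1.16% for *FLT4*. The rule of at least 2 UMIs lowers a share by construction. Thinning lowers the chance of a UMI in a given cell but also leaves out shallower cells. The other alternatives for these shares, and all of those for *CCL21* and *LYVE1*, moved it by less than its interval.

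The log2 ratio of *CCL21* in NASH to non-diseased LECs, −0.57 in the summed UMIs, was −0.27 as the mean of log-normalized cells and −0.15 with cells of at least 250 genes. Leaving out each non-diseased library gave −1.25 without Non-diseased 2 and −0.044 without Non-diseased 1. For HCV to non-diseased LECs it was 0.39 with cells of at least 250 genes, and it ran from −0.73 without Non-diseased 2 to 0.48 without Non-diseased 1. As the mean of log-normalized cells, the log2 ratio of NASH to HCV was −0.048 for *CCL21*, 0.19 for *FABP4* and 1.13 for *TFF3*, and that of NASH to non-diseased LECs was 0.66 for *TFF3*. For *FABP4*, NASH to non-diseased LECs ran from −0.29 without Non-diseased 1 to 1.27 without Non-diseased 2. The cause was not tested. For *CD36*, each alternative kept the sign of NASH to HCV, from 0.71 to 1.71. The genes of Table 2, and the others named for the largest ratios, kept their direction under every alternative run, except *BCYRN1*, which reversed to −0.22 without the highest NASH cell alone. As means of log-normalized cells, *SYTL2*, *EIF1*, *MALAT1*, *DUSP1*, *DONSON*, *BCYRN1*, *TM4SF1*, *CCL14* and *HP* moved beyond their intervals, and without the highest cell of each library *BCYRN1* and *HP* did. Without that of HCV alone *HP* did as well. A pseudocount of 1 moved none. For *ATF3*, NASH to non-diseased LECs went to 0.19 without the highest cell of each group.

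The share of HCV LECs outside G1 was 40.2% with 300 UMIs per cell and 50.6% with 500. For HCV PECs it was 36.3% with 300. Fewer UMIs of the phase lists are left in a thinned cell. The shares in NASH and non-diseased LECs, and the share of LECs among LECs and PECs, moved by less than their intervals. The share of genes that went the same way in NASH and HCV was 35.0% with NASH against Non-diseased 1 and HCV against Non-diseased 2, 61.7% with these controls exchanged, each disease then having its own control, and 66.1% with cells of at least 250 genes. The median of the interferon list as means of log-normalized cells was 0.70 for HCV to NASH and 0.48 for HCV to non-diseased LECs, and random lists rose as well. The cause of these moves in the share and the median was not tested. Depth limits the weaker genes most. A count of 0 over all 86 LECs still allows a share of 3.49% of LECs with a UMI.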

Differences from the paper's values

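None of the alternatives named in this part was chosen after the values were seen.

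The paper's methods give a minimum of 250 detected genes per cell, and the lowest number in the deposited cell table is 151. With cells of at least 250 genes alone, the alternative set before the data were examined, the values are alike by construction.

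For HCV PECs outside G1, the paper's value is about 40% in Fig. 4A, read by eye, and the value computed here is 66.7%. The authors' deposited calls give 40.0%. Percentages are taken to differ where one is more than 1.5 times the other. By that measure, no difference from the paper's value was left with Seurat's updated lists (60.0%), cells thinned to 300 UMIs (36.3%), cells thinned to 500 UMIs (48.0%) and the lowest of 20 other random seeds (40.0%). Cells with at least 250 genes and the highest of the other seeds gave 66.7% and still differ. For HCV LECs, about 75% in Fig. 4A, read by eye, cells thinned to 300 UMIs gave 40.2%, the one alternative that differs.

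For *CD36* above 0 in Fig. 5A, read by eye, the paper shows about 87% of non-diseased LECs, about 96% of NASH LECs and about 96% of HCV LECs. A UMI of *CD36* was found in 13.2% of non-diseased, 37.5% of NASH and 29.2% of HCV LECs. For *ATF3* in HCV LECs the paper shows about 65% in Fig. 5A, read by eye, and a UMI was found in 29.2%. With cells of at least 250 genes the shares were 23.8%, 39.1% and 29.2% for *CD36* and 29.2% for *ATF3*, and all 4 still differ. What the figure plots for each cell is not given in the sources used here, so a plotted value above 0 need not be a UMI.

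The paper labels the fold changes of Tables 1 and 2 as log2. Over the 22 genes of Table 1 and the 13 of Table 2 they equal the values computed here on the natural log scale, with largest gaps of 4.16e-10 and 3.73e-10. A gene of Table 1 is taken to differ where the gap is larger than the SD between the 2 non-diseased libraries and a gene of Table 2 where it is larger than the counting error. On the natural log scale no gene differs. With cells of at least 250 genes, 6 of 22 and 0 of 13 differ, and with the mean of log-normalized cells, 11 of 22 and 4 of 13.

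The paper's adjusted p, from a test that took cells as replicates, is below 0.05 for 8 of the 22 genes of Table 1. With libraries as replicates, edgeR called *CCL21* and *TFF3* of these in the non-diseased libraries. DESeq2 also called *ADIRF*, *IFI27* and *RNASE1*, and edgeR without a filter on low counts also called *IFI27* and *RNASE1*. *S100A6*, *FABP4* and *SAT1* were called by no setting in the non-diseased libraries. In all 4 libraries, edgeR called *ADIRF* and *IFI27*. *SAT1* was called there by DESeq2 and without a filter. *RNASE1* was called there with the library as a block, without a filter, without HCV and without Non-diseased 1. *S100A6* and *FABP4* were called there by no setting. Of the genes of Table 1 that the paper gives an adjusted p above 0.05, *S100A10* was called there by edgeR, and *BST2* and *HSPG2* with the block and without a filter. Of the 22 genes, 18 had the paper's direction in both non-diseased libraries. *FABP4* went against it in Non-diseased 1, with 18 UMIs in LECs and 63 in PECs. *AC090498.1*, *FCN3* and *MTRNR2L12* had at most 1 UMI in either there, too few for a direction.

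The paper states that *CD36*, *FABP4* and *TFF3* were upregulated in NASH LECs. All 3 were higher than in HCV LECs, with counting intervals above 0. *FABP4* was also higher in Non-diseased 2 than in Non-diseased 1, at 8776 against 2907 UMIs per 1000000. For *TFF3* the levels were 6257 and 4521, with counting intervals that overlap. A preparation shared by NASH with Non-diseased 2 and by HCV with Non-diseased 1, a candidate taken up below, could give the gap in *FABP4*. With 1 library per disease, the disease and the library cannot be told apart. Against non-diseased LECs, the log2 ratio of NASH was 0.07 for *FABP4* and 0.11 for *TFF3*, both within the counting error, and 0.92 for *CD36*, with an interval that includes 0. Without Non-diseased 2 these were 1.27, 0.42 and 1.66, and without Non-diseased 1 they were −0.29, −0.034 and 0.53. As the mean of log-normalized cells, *TFF3* was at 0.66. *ATF3*, which the paper states was downregulated, had 0 UMIs in NASH and 1 in non-diseased LECs.

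The paper states that interferon signaling is increased in HCV. The median log2 ratio of an interferon list in LECs was 0.17 for HCV to NASH, inside the range of random lists, and −0.31 for HCV to non-diseased LECs. As means of log-normalized cells these were 0.70, in the paper's direction and above the range of random lists, and 0.48, inside it. Random lists then had medians of 0.24 and 0.37.

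The paper states that many of the same genes differed from non-diseased LECs in NASH and in HCV. The edgeR test of diseased against non-diseased LECs called 0 genes, with 7 at an unadjusted p below 0.05, and DESeq2 called 1. The share of genes that went the same way was 59.2%, against a mean of 64.3% (95% of pairs within 59.9 to 68.7) in simulated unchanged libraries that share no preparation with a control. With separate controls it was 61.7% for NASH against Non-diseased 2 and HCV against Non-diseased 1 and 35.0% with these controls exchanged. The former sets each disease against the control with like fibroblast and hepatocyte shares. The 64.3% holds for controls shared by both comparisons. No unchanged share was simulated for separate controls, so neither value can be set against it.

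The paper states that its transcriptional data bear out more CCL21 in diseased livers. In imaging, it counts vessels high in CCL21 protein per area of tissue, a measure unlike RNA levels in sorted LECs. In LECs the log2 ratio of *CCL21* to the non-diseased sum was −0.57 for NASH and −0.04 for HCV. Without Non-diseased 1 these were −0.044 and 0.48, and without Non-diseased 2 they were −1.25 and −0.73. With cells of at least 250 genes they were −0.15 and 0.39, so HCV then goes in the paper's direction, as it does without Non-diseased 1.

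The paper states that 5 markers combined label LECs. A UMI of at least 3 of the 5 was found in 13 of 86 LECs, and of all 5 in 0. No lymphocyte, monocyte, erythrocyte, fibroblast or hepatocyte had 3 of them, and 1 PEC had.

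The paper states that more LECs of diseased livers than non-diseased ones or PECs were in active cell cycle. The authors' calls and those computed here go that way with all UMIs. With cells thinned to 300 UMIs, the share of LECs outside G1 was 40.2% in HCV, 37.4% in NASH and 35.7% in non-diseased livers. By flow cytometry, not analysed here, the paper also reports Ki67 in a larger share of LECs from diseased livers.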

Other observations

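The tests chosen only after the result was seen were those of a difference of the whole HCV library for the phase calls, for *MTRNR2L1* alone and for *MTRNR2L6*, *MTRNR2L8*, *DONSON* and *ACVR2B* as a set, that of a few cells for *MTRNR2L1*, and that of free RNA of hepatocytes for *HP*.

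More HCV and NASH LECs than non-diseased LECs were called outside G1, by 38.2 and 21.5 percentage points. Depth per cell is a candidate explanation. With cells thinned to 300 UMIs, leaving out shallower ones, the mean difference was 4.52 percentage points for HCV and 1.70 for NASH. The non-diseased libraries differed by a mean of 9.26 points within a draw, and the difference lay inside that spread in 12 of 20 draws for HCV and 14 for NASH. Their means over the draws differed by 3.09 points only, so a remainder in HCV is not excluded. With 500 UMIs per cell the mean difference was 8.81 points for HCV and −1.15 for NASH. The non-diseased libraries then differed by a mean of 21.0 points within a draw. Lists with no relation to the cell cycle gave a difference as large as that with all UMIs in 7.6% of draws for HCV and 14% for NASH. A difference of the whole HCV library cannot be told apart. With the phases computed here, 4 of 6 other cell types were outside G1 more often in HCV than in both non-diseased libraries. The exceptions were the cells called erythrocytes, at 50.0% of 10 HCV cells against 70.2% in Non-diseased 2, and fibroblasts, at 33.3% of 15 HCV cells and 33.3% in Non-diseased 1. The former are no like comparison, since all 10 HCV cells held more immunoglobulin than haemoglobin UMIs, against 4 of 57 in Non-diseased 2. By the authors' calls it was 2 of 6, lymphocytes and monocytes. These cells are too few to exclude a difference of the library. More cycling of LECs in disease stays open in these data and was not tested here apart from depth. The paper's Ki67 measurements by flow cytometry, which it reports as higher in diseased LECs, are not analysed here.

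Immunoglobulin transcripts were higher in HCV than in NASH LECs. Free RNA of plasma cells could be their source, since *IGKC* was higher in HCV than in NASH in 6 of 6 other cell types. Among these 6 are the cells called erythrocytes, which are no like comparison here. More immunoglobulin than haemoglobin UMIs were held by 10 of 10 of them in HCV and 3 of 15 in NASH. For *IGLC2* the log2 ratio of NASH to HCV was −2.17 in LECs and −0.08 in the other cell types summed, which include cells rich in immunoglobulin, and this gap was not tested further. *ATF3*, found in HCV and not in NASH LECs, may reflect a difference of the whole HCV library, being higher in HCV in 6 of 6 other cell types as well. Free RNA of erythrocytes could be the source of haemoglobin transcripts in the LECs of Non-diseased 2, where *HBB* had 38 UMIs, against 3 in NASH and 0 in the other libraries, and was higher than in Non-diseased 1 in 6 of 6 other cell types. The immediate early list had a median log2 ratio of HCV to NASH of 0.91 in LECs, at the 99.97th percentile of random lists. Its median was above 0 in each of the 6 other cell types, with a lowest value of 0.33 in hepatocytes and a highest of 1.58 in PECs, so a difference of the whole HCV library may explain it. An effect of the disease on all cell types stays open and was not tested. HCV and its library cannot be told apart, with 1 library of the disease.

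*MTRNR2L1*, *MTRNR2L6*, *MTRNR2L8*, *DONSON* and *ACVR2B* were higher in HCV than in NASH LECs. For 3 of the 5 genes, the log2 ratio of HCV to NASH in the other cell types lay inside the counting interval in LECs. For *MTRNR2L1* it was 1.71 (95% CI, 0.90 to 2.80) in the other cell types and 5.41 (3.86 to 8.78) in LECs, which argues against an equal rise in the whole HCV library as the one cause. For *DONSON* it was 3.25 (2.85 to 3.72) in the other cell types and 2.15 (1.44 to 3.03) in LECs. The mix of the other cell types differed between HCV and NASH, which can also move the ratios of their sum. A difference of the whole HCV library remains open for *MTRNR2L6*, *MTRNR2L8*, *DONSON* and *ACVR2B*, since these 4 were higher in HCV in every other cell type, with intervals that overlap those in LECs. A few cells are not the source of *MTRNR2L1*, since the 2 cells with the most held 21.0% of its UMIs and 21 of 24 HCV LECs had a UMI. Reads shared with mitochondrial ribosomal RNA were not tested. A state of LECs in HCV stays open and was not tested.

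*HP* had 41 UMIs in HCV LECs and 0 in NASH LECs. Free RNA of hepatocytes would bring *ALB* with it, but the ratio of *HP* to *ALB* UMIs was 3.15 (95% CI, 1.66 to 6.41) in HCV LECs and 0.00648 (0.00279 to 0.0128) in HCV hepatocytes, which argues against it. A few cells could be the source, since the 2 cells with the most hold 100% of the UMIs. No biological explanation was tested.

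For LECs against PECs in all 4 libraries, each split of the 8 sums into equal groups was tested. As many genes or more passed in 2 of 35 splits, the real split included, so this count does not exclude chance. The other split, with 10 genes, set HCV and Non-diseased 1 against NASH and Non-diseased 2. It keeps the LECs and PECs of each library together and follows the pairs of libraries with like fibroblast and hepatocyte shares. Among the 8 splits that part the LECs and PECs of every library, as the real split does, 1 reached the count, the real split, and 1 of 8 is the lowest that these can give. With the library as a block, 33 genes passed. The count is of genes as a whole. For *CCL21* and *TFF3* the adjusted p from the edgeR test was 2.33e-05 and 8.46e-06, and in counts simulated with no gene changed that test called 0 genes.

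Fibroblasts and hepatocytes made up 7.84% and 10.5% of cells in Non-diseased 1 and 8.57% and 8.57% in HCV. They made up 0.512% and 0.767% in Non-diseased 2 and 1.10% and 1.65% in NASH. The paper states that non-diseased samples were included with each diseased capture, without saying which. A preparation shared by HCV with Non-diseased 1 and by NASH with Non-diseased 2 is a candidate explanation. The difference between the non-diseased libraries correlated across genes with that between HCV and NASH in each of 4 cell types. Spearman's correlation was 0.67 in LECs over 124 genes, 0.51 in PECs over 151, 0.48 in lymphocytes over 324 and 0.68 in monocytes over 311, and the lowest was 0.48. Genes are not independent replicates, and HCV and Non-diseased 1 are also the libraries with more UMIs per cell. No biological explanation was tested.

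Among the cells that the authors call erythrocytes, more UMIs fell on 28 immunoglobulin genes than on 6 haemoglobin genes in 27 of 92 cells (29.3%). These were 10 of 10 cells in Non-diseased 1, 10 of 10 in HCV, 4 of 57 in Non-diseased 2 and 3 of 15 in NASH.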
